# Molecular Signatures of the Primitive Prostate Stem Cell Niche Reveal Novel Mesenchymal-Epithelial Signaling Pathways

**DOI:** 10.1371/journal.pone.0013024

**Published:** 2010-09-30

**Authors:** Roy Blum, Rashmi Gupta, Patricia E. Burger, Christopher S. Ontiveros, Sarah N. Salm, Xiaozhong Xiong, Alexander Kamb, Holger Wesche, Lisa Marshall, Gene Cutler, Xiangyun Wang, Jiri Zavadil, David Moscatelli, E. Lynette Wilson

## Abstract

**Background:**

Signals between stem cells and stroma are important in establishing the stem cell niche. However, very little is known about the regulation of any mammalian stem cell niche as pure isolates of stem cells and their adjacent mesenchyme are not readily available. The prostate offers a unique model to study signals between stem cells and their adjacent stroma as in the embryonic prostate stem cell niche, the urogenital sinus mesenchyme is easily separated from the epithelial stem cells. Here we investigate the distinctive molecular signals of these two stem cell compartments in a mammalian system.

**Methodology/Principal Findings:**

We isolated fetal murine urogenital sinus epithelium and urogenital sinus mesenchyme and determined their differentially expressed genes. To distinguish transcripts that are shared by other developing epithelial/mesenchymal compartments from those that pertain to the prostate stem cell niche, we also determined the global gene expression of epidermis and dermis of the same embryos. Our analysis indicates that several of the key transcriptional components that are predicted to be active in the embryonic prostate stem cell niche regulate processes such as self-renewal (e.g., E2f and Ap2), lipid metabolism (e.g., Srebp1) and cell migration (e.g., Areb6 and Rreb1). Several of the enriched promoter binding motifs are shared between the prostate epithelial/mesenchymal compartments and their epidermis/dermis counterparts, indicating their likely relevance in epithelial/mesenchymal signaling in primitive cellular compartments. Based on differential gene expression we also defined ligand-receptor interactions that may be part of the molecular interplay of the embryonic prostate stem cell niche.

**Conclusions/Significance:**

We provide a comprehensive description of the transcriptional program of the major regulators that are likely to control the cellular interactions in the embryonic prostatic stem cell niche, many of which may be common to mammalian niches in general. This study provides a comprehensive source for further studies of mesenchymal/epithelial interactions in the prostate stem cell niche. The elucidation of pathways in the normal primitive niche may provide greater insight into mechanisms subverted during abnormal proliferative and oncogenic processes. Understanding these events may result in the development of specific targeted therapies for prostatic diseases such as benign prostatic hypertrophy and carcinomas.

## Introduction

Stem cells reside within restricted microenvironments known as niches. Quiescence, self-renewal and differentiation of stem cells are regulated by intrinsic and extrinsic mechanisms. Intrinsic mechanisms include those that alter the epigenetic state of these cells such as those regulated by chromatin modifiers like the polycomb group proteins. Extrinsic mechanisms comprise those regulated by the niche and include direct interactions between stem cells and their supporting mesenchyme mediated by integrins and cadherins as well as locally secreted and membrane-bound growth factors. Elucidating the important signals in stem cell niches may delineate the mechanisms involved in regulating stem cell self-renewal and the maintenance of their multipotentiality. The best characterized mammalian stem cell niches are the epidermal niche in the bulge region of the hair follicle [1], the intestinal epithelial niche [2], the hematopoietic stem cell niche in the bone marrow [3] and the neuronal stem cell niche [4]. Although these niches encompass a wide variety of cells and tissues they share a number of common properties. First, each niche contains a supportive stromal element that may differ depending on the niche. For example endothelial cells nurture the neuronal niche while N-cadehrin-positive osteoblastic lining cells support the hematopoietic stem cell niche. Second, the niche provides physical contact and anchoring that is necessary for stem cell self-renewal. Adhesion molecules such integrins and E- and N-cadherin anchor stem cells to the extracellular matrix. Third, extrinsic factors that control the number and fate of the stem cell population are generated within the niche. These include various signaling molecules such as the Wnts, bone morphogenic proteins (BMPs), fibroblast growth factors (FGFs), Notch and Shh that control, positively and negatively, the self-renewal and commitment of stem cells. An important function of the niche is to regulate precisely the balance between self-renewal and differentiation in order to maintain optimal organ function at all times. The aberrant proliferation of stem cells within the niche may result in tumorigenesis. Therefore, one of the most important functions of the niche is its ability to regulate the balance between stem cell self renewal and quiescence [5].

In the adult animal the prostatic stem cell niche resides in the proximal region of murine prostatic ducts [6], [7], [8]. Interestingly, this is also the site of origin of prostate tumors [9], indicating that these may arise in stem cells. Although prostatic epithelial stem cells can be isolated from this region based on their high expression of Sca-1 [6], [10], their corresponding adjacent mesenchyme cannot be isolated due to lack of identifiable markers. In order to gain insights into the mechanisms that regulate the stem cell niche in the prostate we isolated epithelial cells (urogenital sinus epithelium, UGE) and their adjacent mesenchyme (urogenital sinus mesenchyme, UGM) from the embryological niche (urogenital sinus, UGS) from which the prostate develops [11]. To our knowledge this is the only mammalian stem cell niche from which pure samples of both the epithelial stem cells and their surrounding mesenchyme can readily be obtained.

The prostatic mesenchyme has a significant role in regulating the growth and behavior of the adjacent prostatic epithelium [7], [11]. Indeed, perturbations in growth factor production by the mesenchyme can induce tumors in the adjacent normal epithelium [12], [13]. Many of the epithelial/mesenchymal interactions uncovered in the embryonic prostatic niche are likely to be maintained in the adult niche. Perturbations in these signals may result in benign prostatic hyperplasia and prostate carcinomas as both of these diseases are thought to arise from aberrant stem cell proliferation. Understanding the interactions in the prostate stem cell niche may therefore result in the development of specific targeted therapies for these two common prostatic diseases.

In this study we generated a compendium of transcripts that are differentially expressed in embryonic UGE versus UGM. We further utilized computational gene expression analysis to decipher the potential transcriptional factors (TFs) and the main biological functionalities that are predicted to characterize the embryonic prostatic stem cell niche. The transcriptional components that are likely to be active in the embryonic prostate stem cell niche may regulate processes such as self-renewal (e.g., E2f and Ap2), lipid metabolism (e.g., Srebp1) and cell migration (e.g., Areb6 and Rreb1). In addition, based on their differential expression levels, we offer several ligand-receptor interactions that may be relevant in controlling signals in the stem cell niche including the Wnt/β-catenin, ephrin, Notch, Sonic hedgehog (Shh), FGF, TGF-β and bone morphogenic protein signaling pathways.

## Materials and Methods

### Cell preparation

#### Isolation of cell populations

All animal care and procedures were performed in compliance with New York University institutional review board requirements. UGE and UGM were isolated from the urogenital sinus of 16-day-old C57BL/6 murine embryos after digestion with trypsin [14] and added to TRIzol. Epidermis and dermis were prepared from skin removed from the back of E16 mouse embryos. Skin was incubated overnight at 4°C in 2 ml of Dispase solution (Gibco, Grand Island, NY, Cat. No, 17105-041, 0.4 mg/ml) in DMEM containing 10% FCS [15], [16]. The dermis and epidermis were separated manually using a dissecting microscope and added to TRIzol.

### Real-Time PCR

One µg of total RNA was reverse-transcribed at 52° C for 1 hour using the Thermoscript RT-PCR system (Invitrogen, Carlsbad, CA). 20 ng of resultant cDNA was used in a Q-PCR reaction using an iCycler (Biorad, Hercules, CA) and pre-designed TaqMan Gene Expression Assays (Applied Biosystems, Foster City, CA). Cycle threshold values for RNA samples obtained from triplicate cell samples were averaged; amounts of target were interpolated from standard curves and normalized to the housekeeping genes *Hprt* and *Tbp*.

### RNA isolation and microarray hybridization

We established transcriptional profiles for UGE, UGM, epidermis and dermis. Six replicates of UGE, five replicates of UGM, four replicates of epidermis and four replicates of dermis samples were analyzed. RNA was isolated by chloroform extraction and precipitated using isopropanol. Additional column purification was conducted (RNeasy mini kit, Qiagen, Valencia, CA) and the resulting RNA treated to remove DNA contamination (DNAfree, Ambion, Austin, TX). RNA concentration was assessed spectrophotometrically using a NanoDrop® ND-1000 Spectrophotometer (Wilmington, DE). Protocols produced clean RNA with OD 260/280>1.7. RNA quality was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). Samples with a RNA Integrity Number (RIN) >7.0 were considered suitable for labeling and 20 ng were labeled using the GeneChip two-cycle target labeling kit (Affymetrix, Santa Clara, CA). Ten micrograms of labeled and fragmented cRNA were then hybridized at 45°C for 16 h to the mouse genome MOE430 2.0 array (Affymetrix Santa Clara, CA) which interrogates ∼45,000 transcripts. Raw expression data were analyzed using GCOS 1.4 (Affymetrix, Santa Clara, CA). Data were normalized to a target intensity of 500 to account for differences in global chip intensity. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE17797 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE17797).

### Analysis of functional categories

We utilized functional annotations of murine genes provided by the Murine Genome Informatics, which uses the standard vocabulary introduced by the Gene Ontology (GO) consortium. Enriched functional categories (*p*≤0.01, after correction for multiple testing) were identified in each of the gene sets using EXPANDER, in which hypergeometric calculation is used to determine over-represented GO functional categories in a target set relative to a background set (the entire collection of putative murine genes) [17]. To avoid biases, genes represented by multiple probe sets were counted only once.

### Computational analysis of promoter cis-regulatory elements

For promoter analysis we applied EXPANDER [17] to detect cis-regulatory promoter elements that control the observed transcriptional alterations in the gene expression clusters. Given target and background sets of promoters, EXPANDER performs statistical tests to identify TFs whose binding-site signatures are significantly over-represented in the target set relative to background (TF enrichment is indicated by *p*-value) [17]. Both strands of each promoter were scanned for putative binding sites (spanning the transcriptional start site from 1000 bp upstream to 200 bp downstream). The enrichments identified in this study were robust, as they remained stable over a large range of threshold values.

## Results and Discussion

### Isolation of urogenital sinus epithelium and its mesenchyme

To identify the variations in gene transcripts in embryonic UGE versus UGM we separated UGE and UGM cell populations from 16-day-old murine embryos and isolated RNA from these cells. 

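RNA of these cells was read on 19 MOE430 2.0 arrays: 6 of UGE, 5 of UGM, 4 of epidermis and 4 of dermis. Every sample is a pool of tissue from embryos at embryonic day 16. The paper took the skin from the embryos that gave the urogenital sinus, so samples of different groups can share embryos, and 4 to 6 pools per group limit the precision of every difference. UGE and UGM were parted with trypsin and the skin layers with dispase overnight in the cold, so site and separation method change together. The authors normalized the values between arrays. They are linear intensity, and the median of an array runs from 78.2 to 80.3 in UGE, 76.9 to 81.6 in UGM, 76.9 to 79.4 in epidermis and 76.2 to 78.2 in dermis. Within a group, pairs of arrays correlate at r = 0.954 to 0.994 (UGE), 0.980 to 0.997 (UGM), 0.971 to 0.995 (epidermis) and 0.986 to 0.994 (dermis). From there the values were put on the log2 scale, 64 control probe sets were left out, and the 41549 probe sets with a value over 20 in at least 1 sample were tested with limma. A probe set is called at an adjusted p under 0.01 with a change of more than 2-fold, and a gene is read from its brightest tested probe set. Each log2 fold change is given ± SE, and each group mean on the log2 scale ± SD. Detection calls are not used here, so a fold against a group near the lower quartile of the arrays (intensity 26.1 to 30.2) rests on a level not shown to lie above background.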

In order to distinguish genes that are shared by other developing epithelial/mesenchymal compartments in the embryo from those that pertain to the prostate stem cell niche, we also isolated RNA from the epidermis and dermis of the same embryos. For each cell population we had at least 4 repetitive samples (each sample was generated by pooling tissue from 20 embryos for UGE/UGM samples and from 15 embryos for epidermis/dermis samples). The isolated RNA was processed and prepared for hybridization to microarrays and analyzed as described in Materials and Methods.

To reveal the genes that encode signaling molecules that may participate in cellular interactions between these two compartments in the prostate stem cell niche, we based our analysis on the genes that are differentially expressed between the UGE and the UGM. These genes reflect those that are distinctively overexpressed by one of the compartments relative to the other. Defining these differentially expressed gene transcripts may identify the unique components that are provided by each of the compartments in the niche. It is important to note that the genes that have similar expression levels in these two compartments (i.e., not differentially expressed) are omitted from our analysis. It is possible that these genes may encode regulators that contribute to signaling in the niche. We however focused our observations on the differentially expressed genes as we consider that the primary regulatory environment in the niche is likely to be due to specific molecules contributed by either one compartment or the other (**Figure 1A**).

**Figure 1:**
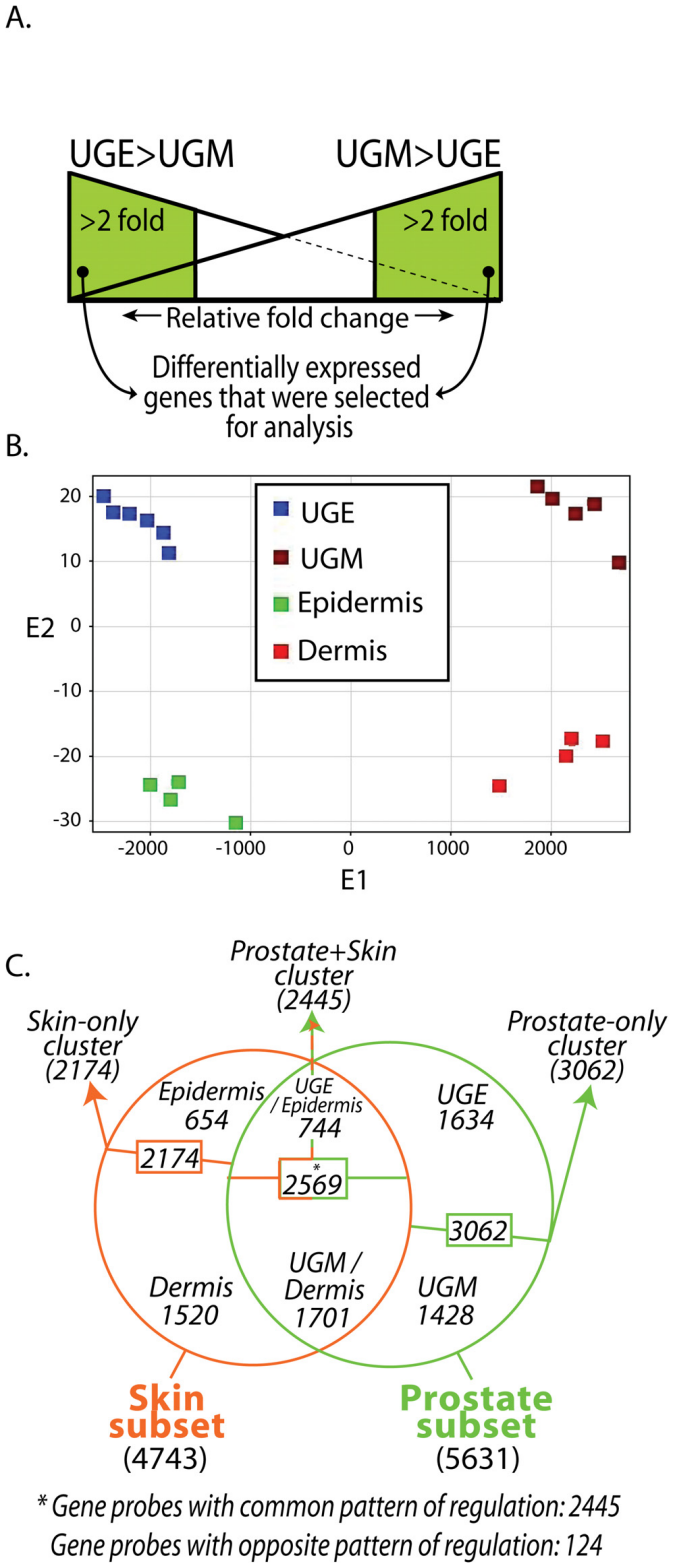
Definition of gene sets that are differentially expressed in the prostate stem cell niche. A. Genes that were differentially expressed by more than 2-fold in each compartment versus the other were selected for analysis of enriched functional categories, TF-binding motifs and ligand-receptor interactions. The line sloping down represents UGE vs UGM expression levels and the line sloping up represents UGM vs UGE expression levels. B. A plot of the principal components analysis (PCA) of differentially expressed gene sets derived from epithelial and mesenchymal compartments of the prostate and the skin. Expression data from the “*valid genes*” used in our analysis were subjected to PCA mapping. The positions of the samples with respect to the first two Eigenvectors (E1 and E2) are shown. The pattern is indicative of good separation of the four populations and good reproducibility within the replicate samples of each group. Each group is designated by a different color. C. Venn diagram detailing the number of transcripts (gene probes) shared and distinct among prostate and skin subsets. The numbers of transcripts within each subset is given in brackets outside the Venn chart (Prostate-subset (5631 transcripts); Skin-subset (4743 transcripts)). The numbers of transcripts within each cluster (*Prostate-only*, *Prostate+Skin* and *Skin-only*) are given in Italics adjacent to each arrowhead. The number of transcripts within the epithelial and mesenchymal compartments of each cluster (i.e., the gene sets) are depicted inside the slices of the Venn chart.

### A. Analysis of gene expression and definition of gene sets

Utilizing ArrayAssist (Stratagene, La Jolla, CA), raw Affymetrix CEL files were processed by applying the MAS5 algorithm, to assign detection calls (Present/Marginal/Absent) for each probe set that were subsequently used in downstream data filtering. To generate normalized expression levels, we used PLIER (probe logarithmic intensity error) algorithm, a model-based, multi-array signal estimator which produces more accurate probe-set signal values [18]. The combination of these metrics was used for data filtering to obtain 34,087 “*valid genes*”, representing transcripts (gene probes) with signals >20 and detected as Present in at least one sample. A principle components analysis (PCA) (mean centered) calculated over the entire list of *valid genes* by ArrayAssist, shows an appropriate reproducibility and separation among the different types of cells (**Figure 1B**). Notably, the first principal component, that represents the greatest fraction of the variability in the gene expression, separates the prostate-derived cells from the skin-derived cells, while the second principal component, representing the second greatest amount of information in the expression data, discriminates between UGE/epidermis and UGM/dermis samples. This indicates significant differences in gene expression patterns between the tissue types. Thus the patterns of the two epithelial tissues (UGE and epidermis) and the two mesenchymal tissues (UGM and dermis) confirm similarities in gene expression patterns between tissues derived from a related ontogeny.

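UGE and epidermis samples lie apart from UGM and dermis samples along PC1, and the urogenital sinus samples lie apart from the skin samples along PC2. PC1 holds 41.6% of the variance and PC2 32.9%. Of PC1, compartments taken alone account for 86.6% and sites for 7.26%, and of PC2 sites account for 91.2% and compartments for 8.93%. As the groups differ in size, these shares overlap and are not parts of a whole. Between the sites, Hoxd13 and Isl1, homeobox genes of the caudal body, were higher in UGE than in epidermis (log2 fold change 6.50 ± 0.12 and 6.44 ± 0.23, ± SE, n = 6 and 4) and in UGM than in dermis (6.99 ± 0.13 and 5.83 ± 0.24, n = 5 and 4). Hrnr and Dsc1, genes of the cornified and upper layers of the epidermis, were lower in UGE than in epidermis (-9.50 ± 0.38 and -9.01 ± 0.34) and in UGM than in dermis (-7.49 ± 0.40 and -7.05 ± 0.35). Epidermal differentiation genes have a median log2 value of 9.473, 6.942, 7.832 and 8.588 in dermis replicates 1 to 4, against 5.408 to 5.545 in UGM. The differences of Hrnr and Dsc1 between UGM and dermis may therefore hold epidermal material in the dermis samples. Of 14 measured posterior Hox genes, 7 were higher in UGE than in epidermis and 0 lower (7 and 0 adjusted over the list alone, camera adjusted p = 7.73e-05, still adjusted p = 0.00965 with an estimated correlation), and 6 were higher in UGM than in dermis (6 and 0 adjusted over the list alone, camera adjusted p = 1.39e-05, still adjusted p = 0.00375 with an estimated correlation). In all, 4984 probe sets are called between UGE and epidermis (2902 higher in UGE and 2082 in epidermis) and 5049 between UGM and dermis (2818 higher in UGM and 2231 in dermis). With each probe set scaled to unit variance the order of the axes turns: PC1 then holds 26.3%, with 66.7% for sites and 20.1% for compartments, and PC2 23.6%, with 77.6% for compartments and 20.7% for sites.

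**Figure D1:**
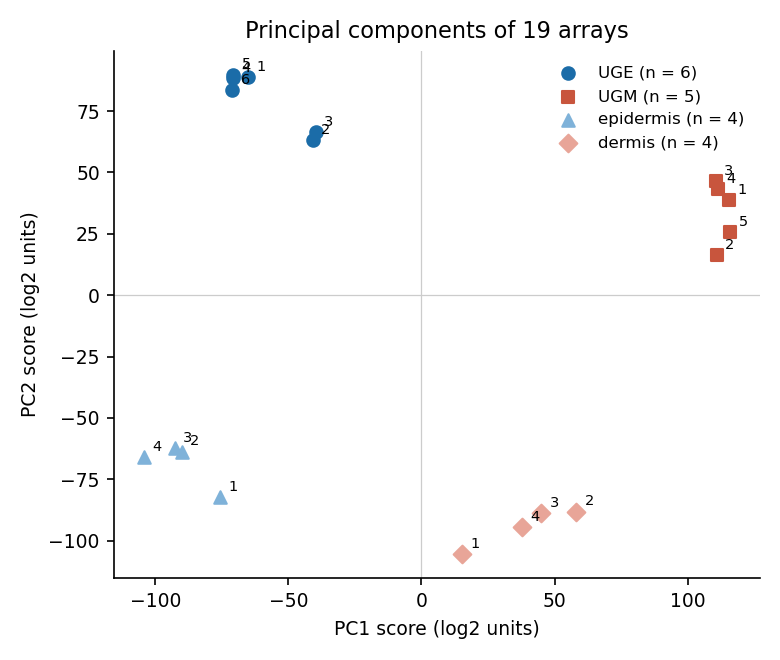
Scores of the 19 arrays on PC1 and PC2 of the log2 values (41549 probe sets, centred, not scaled). Numbers are replicates.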

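Epithelial adhesion and keratin genes were higher in the epithelium at both sites. All 25 measured members were higher in UGE than in UGM (median log2 fold change 4.58, 25 and 0 adjusted over the list alone, camera adjusted p = 1.85e-22, adjusted p = 0.0543 with an estimated correlation), and 19 were higher in epidermis than in dermis (median 1.41, 19 and 0 adjusted over the list alone, camera adjusted p = 3.48e-11, adjusted p = 0.229 with an estimated correlation). Among them are Krt19, a keratin of simple epithelia (5.95 ± 0.27 and 3.12 ± 0.47, ± SE, n = 6 and 5, then 4 and 4), and Esrp1, an epithelial splicing factor (5.79 ± 0.29 and 2.16 ± 0.28). Of 25 mesenchymal matrix and regulator genes, 24 were higher in UGM (median -4.06, 0 and 24 adjusted over the list alone, camera adjusted p = 4.31e-12, adjusted p = 0.146 with an estimated correlation) and 23 in dermis (median -2.86, 0 and 23 adjusted over the list alone, camera adjusted p = 2.25e-13, adjusted p = 0.213 with an estimated correlation), among them Cdh11, a mesenchymal cadherin (-5.50 ± 0.63 and -3.69 ± 0.34), and Twist1, a mesenchymal transcription factor (-4.06 ± 0.43 and -3.60 ± 0.36). Over all tested probe sets the log2 fold changes of the urogenital sinus and of the skin correlate at r = 0.605. The dermis arrays carry epithelial transcripts: the adhesion and keratin list has a median log2 value of 10.06, 8.23, 8.82 and 8.70 in dermis replicates 1 to 4, against 6.50 to 7.79 in the UGM samples. UGE replicates 2 and 3 carry mesenchymal transcripts, with medians of 9.98 and 9.97 for the mesenchymal list against 6.28 to 7.64 in the other UGE samples. The epidermis samples carry them too, with medians of 9.525 to 10.749 for that list.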

To define genes that were altered in a statistically significant manner, the samples were grouped according to their site of origin (UGE and UGM; epidermis and dermis), intensities of the *valid gene* transcripts were log2-transformed and subjected to further statistical analysis utilizing an unpaired t-test (Benjamini-Hochberg corrected *p*<0.01) between the UGE and the UGM samples and between the epidermis and the dermis samples. Two gene subsets representing the genes that are differentially expressed between the epithelial and the mesenchymal compartments were generated:

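Krt4 and Krt15, keratins of stratified epithelium, were higher in UGE by 7.25 ± 0.41 and 6.73 ± 0.51 log2 units (± SE, n = 6 and 5), and Ripk4, a kinase needed for keratinocyte differentiation, by 6.50 ± 0.31. UGM replicate 2 lies apart for both keratins, and without it they differ by 7.76 and 7.36. Nefl, a neurofilament subunit (-6.72 ± 0.36), Ogn, a matrix proteoglycan (-6.55 ± 0.29), and Agtr2, an angiotensin receptor (-6.03 ± 0.56), were higher in UGM. In the skin, Upk1b, a uroplakin (3.44 ± 0.42, n = 4 and 4), and Elf5, an epithelial ETS factor (3.37 ± 0.45), were higher in epidermis, while C1qtnf3, a secreted C1q-like protein (-5.15 ± 0.26), and Lyve1, a lymphatic endothelial receptor (-4.45 ± 0.21), were higher in dermis. Between UGE and UGM 5506 probe sets are called (2431 higher in UGE and 3075 in UGM), and between epidermis and dermis 5681 (2524 higher in epidermis and 3157 in dermis). Chance can be excluded for the former count, the highest other count among 100 splits of the same samples being 0. For the skin the highest other count is 0 as well, but its replicate numbers may pair the samples. The 8 splits that part every pair are too few for a share under 0.05. When limma's treat asks for evidence of more than 2-fold, 2524 (1017 and 1507) and 1434 (138 and 1296) are called. Counted as 1 probe set per gene, the subsets hold 2923 (1172 and 1751) and 2951 (1018 and 1933).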

1. a “prostate” subset containing 5,631 transcripts whose expression was altered (up or down-regulated >2-fold) between the UGE and UGM samples and
2. a “skin” subset containing 4743 transcripts whose expression was altered (up or down-regulated >2-fold) between the epidermis and dermis samples (**Figure 1C**, **Tables S1**, **S2**).

We determined if we could discern common expression patterns shared between these two subsets and patterns that were unique to the prostate stem cell niche subset. Intersection of the two subsets resulted in the generation of three clusters (*Prostate-only*, *Prostate+Skin* and *Skin-only*) of mutually or exclusively expressed genes (**Figure 1C**). A distinct transcriptional expression pattern derived from the prostate stem cell niche cell population is manifest by 3,062 transcripts that are exclusively altered in the prostate stem cell niche (*Prostate-only* cluster). 

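Foxa1, a pioneer transcription factor of endodermal epithelium, was higher in UGE than in UGM by 5.82 ± 0.28 log2 units (± SE, n = 6 and 5) and lay at -0.21 ± 0.11 in the skin (n = 4 and 4). Upk3a, a uroplakin of the urothelium, was higher in UGE by 5.32 ± 0.17 and lay at 0.07 ± 0.19 in the skin. Nefm, a neurofilament subunit, and Prph, an intermediate filament of peripheral neurons, were higher in UGM (-6.40 ± 0.20 and -6.20 ± 0.30) and lay at 0.20 ± 0.13 and -0.27 ± 0.16 in the skin. All 14 measured genes of the urogenital sinus epithelial list were higher in UGE (14 and 0 adjusted over the list alone, camera adjusted p = 1.49e-13, still adjusted p = 0.0449 with an estimated correlation), 5 were higher in epidermis (5 and 0 adjusted over the list alone, camera adjusted p = 0.277: Gata3, Psca, Trp63, Upk1b and Upk3b), and 11 differ more between UGE and UGM than between epidermis and dermis in the interaction (11 and 0 adjusted over the list alone, camera adjusted p = 7.89e-14, still adjusted p = 0.00516 with an estimated correlation). The cluster holds 2728 probe sets called between UGE and UGM and not between epidermis and dermis. Of these, 1529 are called in the interaction, so a different change between the skin arrays is shown for these and not for the rest. In the skin 2095 of the 2728 change in the same direction. The dermis arrays carry epithelial transcripts, and site is tied to the separation method. The interaction calls can hold both as well as any difference between the tissues. The highest other count among 100 splits is 0. The count cannot exceed the UGE and UGM count of its split, which is 0 in every other split. These splits therefore do not test whether the calls are confined to the urogenital sinus.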

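Zic1 and Shox2, transcription factors of trunk and limb mesenchyme, were higher in dermis than in epidermis (log2 fold change -5.11 ± 0.33 and -4.13 ± 0.27, ± SE, n = 4 and 4) and lay at -0.02 ± 0.10 and -0.12 ± 0.09 between UGE and UGM (n = 6 and 5), with an interaction of 5.09 ± 0.33 and 4.00 ± 0.28. Dsg1a, a desmosomal cadherin of the upper epidermis, and Alox12b, a lipoxygenase of the skin barrier, were higher in epidermis (3.11 ± 0.54 and 3.20 ± 0.68) and lay at 0.12 ± 0.09 and -0.14 ± 0.09 between UGE and UGM, with an interaction of -2.98 ± 0.53 and -3.34 ± 0.65. Here 2903 probe sets are called in the skin and not between UGE and UGM. Of these, 1246 are called in the interaction, and 2364 change in the same direction in the urogenital sinus. The 8 skin splits that part every pair of replicate numbers, of which the highest other count is 0, are too few for a share under 0.05. In dermis replicates 1 to 4 Alox12b lies at 9.675, 6.008, 6.987 and 8.717 (log2), so the size of its difference depends on the replicates read. The calls of Dsg1a and Alox12b end under the methods' t-test, where the cluster falls to 1856 probe sets. It holds 1864 with log2(value + 50) and 781 with limma's treat.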

A smaller distinct pattern was evident in the skin cell populations represented by 2,174 transcripts (*Skin-only* cluster). This implies that the prostate niche has a greater number of genes that are differentially expressed between the epithelial and the mesenchymal compartments than noted in the skin compartment. This indicates that the unique transcriptional program that regulates the cellular signaling of the prostate stem cell niche may be more complex than the transcriptional program that regulates the molecular interactions in the epidermis/dermis. 

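Many epithelial genes differ less between epidermis and dermis than between UGE and UGM. The interaction is positive for 20 of 25 adhesion and keratin genes (22 and 0 adjusted over the list alone, camera adjusted p = 1.58e-17, adjusted p = 0.127 with an estimated correlation), and 15 of them lie higher in dermis than in UGM and 3, Cldn7, Krt8 and Krt18, lower (3 and 15 adjusted over the list alone, camera adjusted p = 2.75e-08, adjusted p = 0.267 with an estimated correlation). Perp, a desmosomal protein, lies at 12.80 ± 0.52 in dermis (log2, ± SD, n = 4) against 6.91 ± 0.76 in UGM (n = 5). Krt7, a keratin of simple epithelia, lies at 7.50 ± 0.82 against 6.45 ± 0.81, and its samples overlap (6.79 to 8.58 and 5.71 to 7.74). Klf4, a transcription factor of the skin barrier, was higher in epidermis by 1.19 ± 0.20 (± SE, n = 4 and 4) and Ovol1, an epithelial transcription factor, by 2.94 ± 0.50, and both calls end under the methods' t-test. That test calls 5164 probe sets between UGE and UGM and 3839 between epidermis and dermis, of which 1164 are higher in epidermis, while limma calls 5506 and 5681. With limma too the count of the skin is the smaller one with log2(value + 50) (3759 and 3686), with treat (2524 and 1434), with all 4 groups in 1 fit (5655 and 5554), without UGE replicate 2 (5705 and 5681) and without replicate 2, 3 or 4 of epidermis or of dermis (4904 to 5294 in the skin). All of the 5164 and all of the 3839 are also called by limma in the same direction. Values were also simulated with the mean and spread of each probe set and known changes. With the skin's sample numbers limma found 79.1% of the changes of 1.5 log2 units and the methods' t-test 38.8%. With those of UGE and UGM they found 92.5% and 88.1%. Only 200 of 41549 probe sets were changed there, far fewer than are called in the data, which makes the adjusted p stricter. These rates therefore do not carry over to the counts of the data.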

Interestingly, within the cluster that overlaps between the prostate stem cell niche and the epidermis/dermis subsets, the *Prostate+Skin* cluster, we found a substantial number of transcripts (2,569) whose differential expression is altered in both the prostate and epidermis/dermis subsets (**Figure 1C**). These data indicate that approximately half of the differentially expressed transcripts of the prostate and skin epithelial/mesenchymal subsets are shared while the remaining half represent a unique group of transcripts whose gene expression is specifically altered either in the prostate or in the skin.

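Cldn23, a tight junction claudin, was higher in UGE than in UGM by 6.23 ± 0.24 log2 units (± SE, n = 6 and 5) and in epidermis than in dermis by 3.19 ± 0.41 (n = 4 and 4). Krt6a, a keratin of stratified epithelium, was higher by 6.01 ± 0.15 and 3.13 ± 0.44. Klhl4 was higher in UGM and in dermis (-4.79 ± 0.08 and -4.40 ± 0.23), as were Gucy1a1, a subunit of the nitric oxide receptor (-5.91 ± 0.36 and -3.39 ± 0.23), and Lrrc17, a secreted leucine-rich repeat protein (-3.08 ± 0.18 and -4.06 ± 0.29). Both comparisons call 2778 probe sets. If calls at the 2 sites were independent, 147.7 would be higher in UGE and epidermis and 233.6 in UGM and dermis, against 1065 and 1587 found. The subsets have 653 in common with limma's treat and 1822 with log2(value + 50).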

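Sizes differ inside the shared part as well as outside it. Trp63, the master regulator of stratified epithelium, was called at both sites in the main fit with an interaction of 5.04 ± 0.48 log2 units (± SE, 19 samples), Cers3, a ceramide synthase of the skin barrier, with 3.63 ± 0.50, and Ripk4 with 4.55 ± 0.48, so the UGE and UGM arrays lie further apart for these than the epidermis and dermis arrays. The skin calls of all 3 end under the methods' t-test and with limma's treat, and that of Trp63 also with all 4 groups in 1 fit and without replicate 2 or 3 of epidermis or 2 or 4 of dermis. The dermis arrays carry epithelial transcripts, with Trp63 at 11.00 ± 0.28 (log2, ± SD) against 5.43 ± 0.87 in UGM, so these interactions hold that as well as any difference between the tissues. Of 15 skeletal muscle genes the interaction is called positive for 13 and negative for 0. Adjusted over the list alone these are 13 and 0, with a camera adjusted p of 2.12e-08, or 0.144 with an estimated correlation. Myog is among those called (2.04 ± 0.45), and Actc1 is not (-0.32 ± 0.64). The interaction calls 3870 probe sets, 2139 with a higher and 1731 with a lower UGE minus UGM difference than in the skin. Among the 2778 probe sets called at both sites it calls 637, and among the 33140 called at neither site 458. Of 100 splits of the same samples 2 give a count as large, the real one among them, and the highest other count is 3890, from a split that mixes UGM with dermis and leaves UGE and epidermis whole. Among 100 splits that move the epidermis and dermis samples of a replicate number together, the highest other count is 11. Both kinds of split mix samples of different sites, so differences between the sites enter the spread within their groups. They therefore do not tell whether chance could give the interaction count. Asked for evidence of more than 2-fold, limma's treat calls 1083 (590 and 493).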

To further analyze global transcriptional patterns that pertain to primitive prostate and skin epithelial/mesenchymal subsets, we determined the epithelial and the mesenchymal transcripts that are up-regulated in each of the three clusters. 

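Clca1, a secreted protein of mucous epithelia, was higher in UGE by 7.22 ± 0.39 log2 units (± SE, n = 6 and 5), and Hoxb13, a homeobox gene of the prostate, by 4.94 ± 0.22. Stmn3, a neuronal stathmin (-5.97 ± 0.37), Calcb, a neuropeptide gene (-4.93 ± 0.20), and Tcf21, a transcription factor of visceral mesenchyme (-5.29 ± 0.92), were higher in UGM. Tcf21 reaches 9.40, 9.84 and 9.92 in UGE replicates 1 to 3, against at most 5.50 in replicates 4 to 6. Of 14 posterior Hox genes Hoxb13 and Hoxa9 (1.36 ± 0.16) were higher in UGE and Hoxc10 and Hoxd10 (-4.82 ± 0.19 and -1.41 ± 0.22) in UGM (2 and 2 adjusted over the list alone, camera adjusted p = 0.191). In the skin Hoxa9 (-2.65 ± 0.28), Hoxc10 (-1.97 ± 0.33) and Hoxd9 were higher in dermis (0 and 3 adjusted over the list alone, camera adjusted p = 0.0837), so Hoxa9, which turns between the sites, and Hoxc10 are called at both. None of the 5 genes named ahead of that list is called between epidermis and dermis. By direction, 1285 probe sets are higher in UGE and 1443 in UGM. The latter fall to 923 with limma's treat.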

In the *Prostate-only* cluster we identified 1,634 transcripts (*Prostate-only UGE* gene set) that are differentially overexpressed in the UGE relative to the UGM (>2-fold) and 1,428 transcripts (*Prostate-only UGM* gene set) that are differentially up-regulated in the UGM over the UGE. 

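Genes of the cornified layer make up part of what was higher in epidermis. Of 24 epidermal differentiation genes 15 were higher in epidermis than in dermis (18 and 0 adjusted over the list alone, camera adjusted p = 1.22e-08, adjusted p = 0.303 with an estimated correlation), among them Dsc1, a desmosomal cadherin (2.07 ± 0.49, ± SE, n = 4 and 4), and Tgm3, a transglutaminase of the cornified layer (2.15 ± 0.28), which lay at 0.11 ± 0.10 and 0.09 ± 0.11 between UGE and UGM (n = 6 and 5). Asprv1, Grhl3, Ivl, Sprr1a and Tgm1 of the 15 were also higher in UGE than in UGM and so belong to the shared part, with Ivl, a precursor of the cornified envelope, at 3.01 ± 0.66 in the skin and 3.48 ± 0.27 between UGE and UGM. Between UGE and UGM 8 of the 24 were higher in UGE (8 and 0 adjusted over the list alone, camera adjusted p = 4.48e-05, adjusted p = 0.134 with an estimated correlation), and the interaction is positive for 5 and negative for 10 (5 and 10 adjusted over the list alone, camera adjusted p = 0.0288, adjusted p = 0.80 with an estimated correlation). In epidermis 19 lie above UGE (0 and 19 adjusted over the list alone, camera adjusted p = 4.03e-16, adjusted p = 0.191 with an estimated correlation). Ror2, a Wnt5a receptor (-3.25 ± 0.32), and Ltbp2, a matrix protein (-2.98 ± 0.18), were higher in dermis and lay at -0.14 ± 0.14 and 0.76 ± 0.13 between UGE and UGM. By direction 1414 probe sets are higher in epidermis and 1489 in dermis. Under the methods' t-test 597 are higher in epidermis, and with limma's treat there are 77 and 704. Of the differentiation genes, Sprr1a and Tgm3 stay higher in epidermis than in dermis under the methods' t-test, and Sprr1a with treat. With log2(value + 50) 783 are higher in epidermis, and without epidermis replicate 1 the count is 2211.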

In the *Skin-only* cluster we identified 654 transcripts (*Skin-only epidermis* gene set) that are differentially increased in the epithelium over the dermis and 1,520 transcripts (*Skin-only dermis* gene set) that are differentially up-regulated in the dermis over the epidermis (**Figure 1**, **Table S3**). In the common cluster (*Prostate+Skin* cluster, which contains 2,569 common altered transcripts) our analysis identified 2,445 transcripts that have a common regulation pattern shared by both the epithelial compartment and the mesenchymal compartment of both the prostate and skin epithelial/mesenchymal subsets; 744 transcripts of this cluster were up-regulated in both the UGE and the epidermis (Prostate+*Skin UGE/epidermis* gene set) relative to the UGM or the dermis, whereas 1,701 transcripts were up-regulated in both the UGM and the dermis (Prostate+*Skin UGM/dermis* gene set) relative to the UGE or the epidermis (**Figure 1**, **Table S3**). This indicates that the majority of the genes of the *Prostate+Skin* cluster (2445/2569; >95%) share a common regulatory pattern within their respective epithelial or mesenchymal compartments.

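Among the genes that turn between the sites are Sox2, a transcription factor of progenitor cells (5.26 ± 0.18 between UGE and UGM, ± SE, n = 6 and 5, and -2.05 ± 0.25 between epidermis and dermis, n = 4 and 4), and Lgr5, a Wnt-responsive stem cell marker (2.16 ± 0.11 and -2.23 ± 0.15). Slc2a3, a glucose transporter (-4.00 ± 0.58 and 2.41 ± 0.30), Gng4, a G protein subunit (-3.47 ± 0.14 and 2.83 ± 0.42), and L1cam, a neural adhesion molecule (-1.64 ± 0.18 and 1.15 ± 0.14), were higher in UGM and in epidermis. Of the 2778 shared probe sets 2652 (95.5%, exact 95% interval 94.6 to 96.2) change in the same direction and 126 in opposite directions. Of the latter, 81 are higher in UGE and dermis and 45 in UGM and epidermis. The interval takes probe sets as independent, which those of the same gene are not, so it does not measure the spread between samples. All 126 are called in the interaction. Among 100 splits of both sites that part every skin pair of replicate numbers the highest other count in the same direction is 0. A shared count cannot exceed the skin count of its split, which is 0 in every other skin split. These splits therefore do not test the sharing. With limma's treat 645 change in the same direction (61 and 584) and 8 in opposite ones (98.8%). With log2(value + 50) 1753 (661 higher in UGE and epidermis) and 69 do so (96.2%), and under the methods' t-test 548 are higher in UGE and epidermis and 83 change in opposite directions.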

### B. Functional and promoter sequence analysis of gene expression in the prostate stem cell niche

By analyzing the *Prostate-only* cluster and the *Prostate+Skin* and *Skin-only* clusters we were able to determine attributes that are unique to prostate and those that are shared by both prostate and skin. The *Prostate-only* cluster reflects a unique cohort of genes that are important for regulating the dynamics and interactions in the prostate stem cell niche. Analysis of the two gene sets of this cluster, *Prostate-only UGE* and *Prostate-only UGM* gene sets, indicates commonalities in functional categories and promoter TF-binding motifs between these two gene sets (**Table 1**, **Tables S4**, **S5**). Functional categories which reflect expected features of stem cell biology are *anatomical structure development* and *cell adhesion* [19] and *epidermis development*, *ion channel activity* and *calcium ion binding* [20], [21]. 

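Members of these categories were higher in the compartment they are listed for. Of the genes listed for UGE, 46 of 51 in cell adhesion (median log2 fold change 2.05), 19 of 21 in epidermis development (2.99) and 107 of 128 in anatomical structure development (1.66) are called higher in UGE than in UGM. Krt14, a basal keratin in the epidermis category, was higher by 5.49 ± 0.19 (± SE, n = 6 and 5). Among those listed for UGM, 127 of 136 in anatomical structure development (median -1.92), 45 of 51 in cell adhesion (-1.67), 42 of 48 in ion channel activity (-1.67) and 56 of 63 in calcium ion binding (-1.38) are called higher in UGM, among them Nrp2, a semaphorin and VEGF receptor in the adhesion category (-3.86 ± 0.29). The study drew these lists from its own calls on these samples, so their direction is not independent evidence. Called in the skin as well, in the listed direction, are 15, 9 and 24 members of the UGE categories, and 10 and 9 of anatomical structure development and cell adhesion for UGM. In the listed direction the interaction is called for 27, 10 and 57 members of the former and for 89, 28, 38 and 43 of the latter. Interaction calls in the other direction were not counted.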

The unique cohort of genes that are represented exclusively in the epidermis/dermis (*Skin-only* cluster) are defined by several features that also define the unique genes of the prostate **(** **Table 1** **-** these categories are denoted by an asterisk). The important characteristic of the stem cell niche of providing physical contact [22] is indicated by the category *cell adhesion* (Table 1). In addition, many TF-binding motifs are shared between these two unique clusters. This suggests that even though each of these cell populations has a unique cohort of transcripts that defines almost half of its cellular signaling program, a common set of TFs may coordinate their individual transcriptional programs.

**Table 1:** Functional and promoter sequence motifs overrepresented within the Prostate-only cluster in the UGE and UGM compartments.

Functional category enriched in UGE	Gene Ontology ID	Genes associated with the category		Functional category enriched in UGM	Gene Ontology ID	Genes associated with the category	
anatomical structure development	0048856	128		anatomical structure development	0048856	136	
multicellular organismal development	0007275	136		multicellular organismal development	0007275	147	
cell adhesion *	0007155	51		cell adhesion *	0007155	51	
regulation of cellular process	0050794	192		ion channel activity	005216	49	
epidermis development	008544	21		extracellular space	000561	49	
intracellular signaling cascade *	0007242	78		cell soma	0043025	15	
				ion channel activity	005216	49	
				extracellular space	000561	49	
				cell soma	0043025	15	
				membrane fraction	0005624	43	
				calcium ion binding	0005509	63	
				cytoskeleton organization and biogenesis	0007010	40	
				cytoplasmic vesicle	00431410	25	

*Categories that are also enriched in the corresponding skin compartments.

**p values indicate the significance of TF signature enrichment in the gene set relative to that in the background set as described in Materials and Methods.

***Enrichment factor values represent the frequency of the TF signature in a cluster divided by its frequency in the background set.

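Ligand and receptor genes were called higher in both compartments, and more of them in UGM. Of the 73 measured genes of Table 4, 23 of the 24 listed for UGE were higher in UGE and 43 of the 49 listed for UGM were higher in UGM. The 7 that are not called are Angptl1, Bmp6, Efnb1, Eng, Epha2, Fgf14 and Lrp8. Members of the signaling cascade category of the UGE gene set were higher in UGE in 64 of 78 cases (median log2 fold change 1.40), and 134 of 147 genes of organismal development were higher in UGM (median -1.90). Of 24 immediate early and stress genes 9 were higher in UGE and 3 in UGM (9 and 3 adjusted over the list alone, camera adjusted p = 0.0742). Among them Junb, a subunit of AP-1, was higher in UGE (1.79 ± 0.13, ± SE, n = 6 and 5) and Socs3, an inhibitor of cytokine signaling, in UGM (-1.75 ± 0.18). The readable part of the paper's Table S4 lists 6 categories for the Prostate-only UGE gene set and 11 for the Prostate-only UGM gene set, and 6 and 25 for the shared epithelial and mesenchymal sets. Both sources were picked by the study on these samples, so the counts are not independent evidence that UGM is the richer side.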

Under the assumption that gene expression levels correlate with the level of their encoded proteins, the UGM compartment manifests a greater signaling complexity (indicated by its increased number of enriched functional categories) than the UGE compartment (**Tables 1**, **2**). This may reflect the role of the UGM in defining the appropriate signals that are essential for supporting and regulating the behavior of the primitive stem cells in their niche [7], [23]. It could also reflect the more heterogeneous cell population of the mesenchyme. 

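Most markers of vessels, smooth muscle and macrophages were higher in UGM than in UGE, and fewer of those of skeletal muscle and blood. Of 18 endothelial genes 16 were higher in UGM (0 and 16 adjusted over the list alone, camera adjusted p = 4.61e-12, adjusted p = 0.142 with an estimated correlation) and 18 in dermis (0 and 18 adjusted over the list alone, camera adjusted p = 1.42e-13, adjusted p = 0.202 with an estimated correlation), for example Cdh5, the cadherin of endothelial junctions (-3.29 ± 0.26, ± SE, n = 6 and 5, and -3.74 ± 0.18, n = 4 and 4). Of 11 smooth muscle genes 8 were higher in UGM (0 and 8 adjusted over the list alone, camera adjusted p = 1.3e-07, adjusted p = 0.106 with an estimated correlation) and 6 in dermis (0 and 6 adjusted over the list alone, camera adjusted p = 8.04e-05, adjusted p = 0.202 with an estimated correlation). Myh11, a smooth muscle myosin, was higher in UGM (-4.95 ± 0.11), and 7 of the 11 lay above dermis in UGM (7 and 0 adjusted over the list alone, camera adjusted p = 3.39e-06, adjusted p = 0.10 with an estimated correlation). Of 15 skeletal muscle genes 5 were higher in UGM (0 and 5 adjusted over the list alone, camera adjusted p = 0.00352, adjusted p = 0.429 with an estimated correlation: Acta1, Actc1, Myh3, Myog and Tnni1) and 14 in dermis (0 and 14 adjusted over the list alone, camera adjusted p = 2.46e-10, adjusted p = 0.202 with an estimated correlation), with Myog, a myogenic factor, at -1.62 ± 0.31 and -3.66 ± 0.26. Of 14 macrophage genes 9 were higher in UGM (0 and 9 adjusted over the list alone, camera adjusted p = 3.94e-05, adjusted p = 0.18 with an estimated correlation) and 14 in dermis (0 and 14 adjusted over the list alone, camera adjusted p = 3.0e-09, adjusted p = 0.214 with an estimated correlation), with Mrc1, a macrophage receptor, at -2.48 ± 0.21 and -3.89 ± 0.22. Of 7 erythroid genes 3 were higher in UGM (0 and 3 adjusted over the list alone, camera adjusted p = 0.0458, adjusted p = 0.39 with an estimated correlation: Alas2, Hbb-bh1 and Hbb-y) and 4 in dermis (0 and 4 adjusted over the list alone, camera adjusted p = 0.0488, adjusted p = 0.339 with an estimated correlation: the same and Slc4a1). Hbb-y, an embryonic globin, reaches 12.27 and 12.25 in UGE replicates 2 and 3 against at most 8.42 in the other UGE samples. With limma's treat Mrc1 of the macrophage and Actc1 of the skeletal muscle genes stay higher in UGM, and 0 of the erythroid genes.

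**Figure D2:**
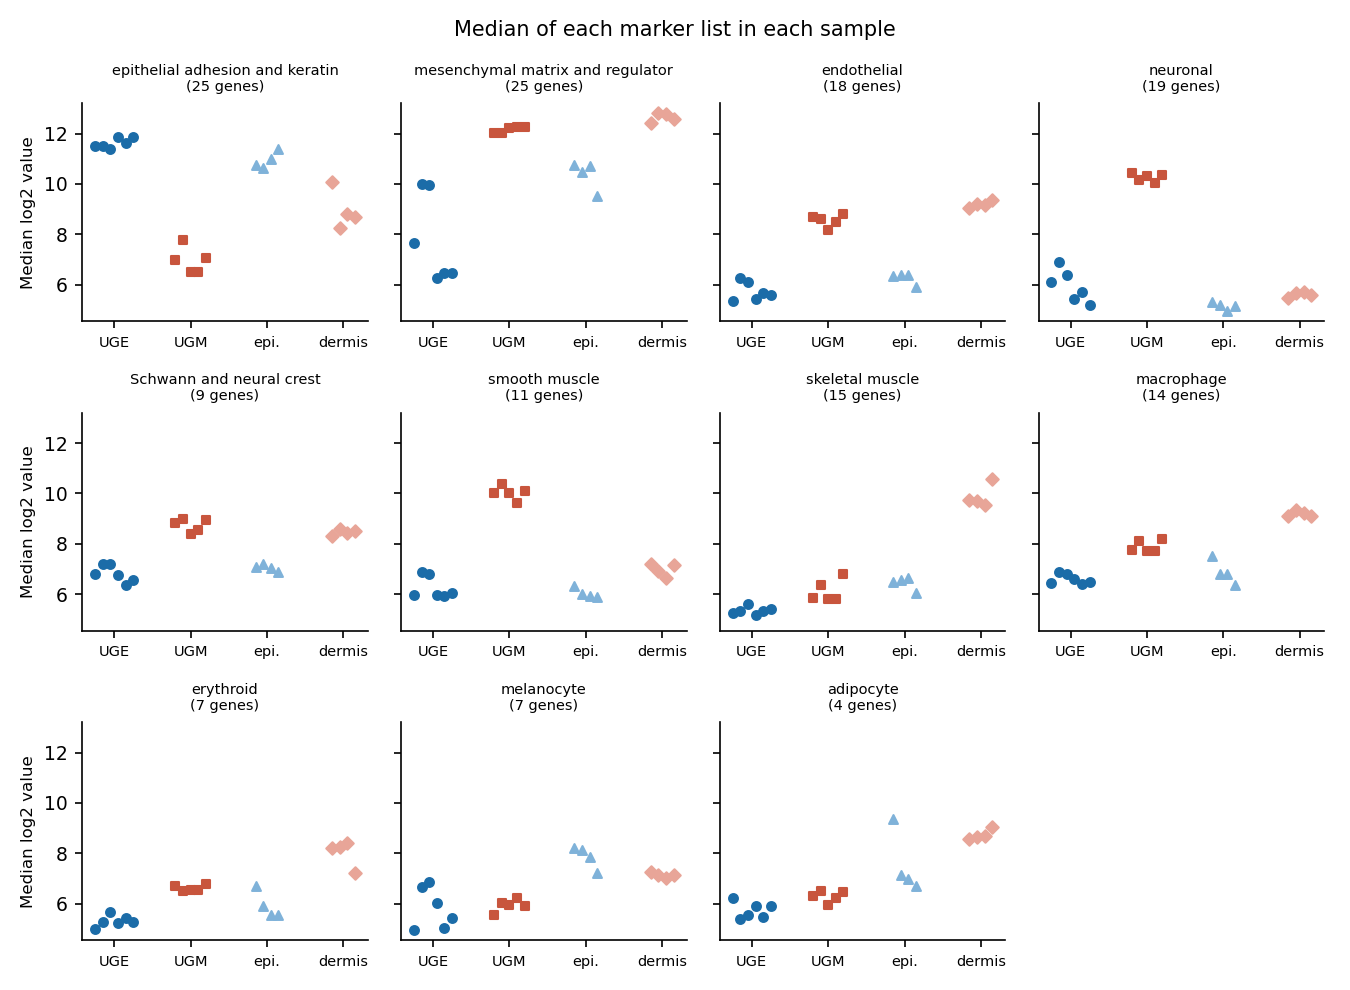
Median log2 value of each marker list in each of the 19 samples, 1 mark per array, replicates in order within a group.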

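Most genes listed for these categories were higher in the mesenchyme at both sites. Of the genes listed for organ morphogenesis 72 of 78 are called higher in UGM and 70 in dermis (median log2 fold change -2.42 and -2.28), of those for cell migration 56 and 57 of 61 (-2.27 and -2.52), of those for cell proliferation 41 and 41 of 45 (-2.17 and -2.48) and of those for response to external stimulus 44 and 44 of 48. Ptn, a heparin-binding growth factor in the proliferation category, was higher in UGM and in dermis (-1.92 ± 0.14 and -1.42 ± 0.16, ± SE, n = 6 and 5, then 4 and 4). Gap43, a growth cone protein in the migration category, lies at -4.93 ± 0.25 and -3.23 ± 0.24. These lists come from the study's own calls on the same arrays and are not independent evidence of the direction. The interaction, which tests whether the sites differ, is called in the listed direction for 12, 8, 8 and 7 members. Members called in it in the other direction were not counted.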

A number of categories that are expressed in the *Prostate+Skin UGM/dermis* gene set (e.g. *organ morphogenesis*, *cell proliferation*, *response to external stimulus* and *cell migration*) (**Table 2**) may be involved in the supportive role the mesenchymal compartment plays in providing the appropriate microenvironment for the primitive epithelial compartments of the prostate and skin. A variety of functional categories such as *sialyltransferase activity* [24], *carbohydrate binding* [25], *receptor tyrosine kinase activity* [26] and *collagen* [27], [28] that are significant to the biology of stem cells are also enriched in the *Prostate+Skin UGM/dermis* gene set.

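Collagen and receptor genes of these categories were higher in UGM and in dermis, and so were most of the sialyltransferases. Called are 18 of 19 collagen genes in UGM and 19 in dermis (median log2 fold change -2.47 and -2.62), 13 and 12 of 13 receptor tyrosine kinase genes (-3.49 and -2.35), 35 and 38 of 42 carbohydrate binding genes (-2.20 and -2.33) and 6 and 5 of 8 sialyltransferase genes (-2.28 and -1.63). Col6a1, a chain of the microfibrillar collagen, was higher in UGM and in dermis (-4.92 ± 0.83 and -2.94 ± 0.34, ± SE, n = 6 and 5, then 4 and 4), and reaches 10.35 and 10.40 in UGE replicates 2 and 3 against at most 7.81 in the other UGE samples. Rspo3, a Wnt agonist that binds heparan sulfate, lies at -5.37 ± 0.40 and -3.61 ± 0.20. The members were chosen by the study from these arrays, so the counts do not test the direction independently. In the listed direction the interaction is called for 1 collagen, 2 receptor tyrosine kinase, 6 carbohydrate binding and 2 sialyltransferase genes. Calls in the other direction were not counted.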

**Table 2:** Functional and promoter sequence motifs overrepresented within the Prostate+Skin cluster of UGE/epidermis and UGM/dermis.

Functional category enriched in UGE/epidermis	Gene Ontology ID	Genes associated with the category		Functional category enriched in UGM/dermis	Gene Ontology ID	Genes associated with the category	
plasma membrane	005886	50		plasma membrane	0005886	161	
anatomical structure development	0048856	70		proteinaceous extracellular matrix	0005578	84	
intracellular signaling cascade	0007242	46		multicellular organsimal development	0007275	243	
morphogenesis of epithelium	0002009	13		cell adhesion	0007155	114	
cytoskeleton	0005856	38		calcium ion binding	0005509	113	
kinase activity	0016301	40		cell migration	0016477	61	
phosphorus metabolic process	0006793	36		organ morphogenesis	0009887	78	
				blood vessel development	0001568	47	
				nervous system development	0007399	80	
				phosphate transport collagen	0005581	19	
				enzyme linked receptor protein signaling pathway	0007167	43	
				carbohydrate binding	0030246	42	
				regulation of cellular process	0050794	263	
				tube development	0035295	26	
				response to external stimulus	0009605	48	
				cytoskeletal protein binding	0008092	40	
				ion transport	0006811	64	
				negative regulation of biological process	0048519	75	
				transmembrane receptor protein tyrosine kinase activity	0005624	15	
				cell proliferation	0008283	45	
				sialytransferase activity	0008373	8	
				myofibril	0030016	15	
				intracellular signaling cascade	0007242	79	
				actin cytoskeleton	0015629	25	

*p values indicate the significance of TF signature enrichment in the gene set relative to that in the background set as described in Materials and Methods.

**Enrichment factor values represent the frequency of the TF signature in a cluster divided by its frequency in the background set.

The promoter sequence analysis indicates that some of the enriched binding motifs are shared by gene sets of the prostate and the skin, among them the binding site of TFII-I, Srebp1, Maz and Lmo2 (**Tables 1**, **2**). This indicates the central role that these TFs may play in the regulation of epithelial/mesenchymal niche interactions.

### C. The potential regulatory layers of gene expression in the prostate stem cell niche

Our analysis reveals that several TFs are potentially active in both the UGE and the UGM. Of interest is the finding that several TFs that may be active in the prostate stem cell niche may also be operative in the skin compartment. Ample evidence (see below) indicates that many of these TFs have central regulatory roles in controlling gene expression in other stem cell systems where they regulate functions such as self-renewal, migration and oncogenesis.

#### a) Self-renewal and maintenance of primitive cells

The enrichment of several TF-binding motifs in genes that are overexpressed in the prostate stem cell niche supports the notion that this is a self-renewing primitive compartment (**Table 3**). Expression of E2f (**Table 1**) is associated with the self-renewal of murine trophoblast stem cells [29], the expansion of stem cells in the columella and lateral root caps of Arabidopsis [30] and with poor prognosis in prostate cancer [31] Recently, genomic profiling indicated the functional role of the Rb-E2F axis in controlling quiescence in adult murine hair follicle bulge stem cells [32]. In addition, studies on impaired wound healing in E2F1-null mice, due to defective cell proliferation and thus reduced re-epithelialization, strengthen the role of E2F in the maintenance of proper stem cell self renewal in the epidermis [33]. Lastly, next-generation sequencing (ChIP-Seq) revealing binding patterns of twelve TFs that govern the regulation of differential gene expression in embryonic stem cells, has identified E2F1 as an activator that induces up-regulation of genes that allow maintenance of self-renewal and pluripotency [34].

**Table 3:** Transcription factors involved in the biology of the prostate stem cell niche.

Category	Transcription Factor
Self-renewal and maintenance of primitive cells	E2f
	Etf/Tead2
	Ap2
	TFII-I
	Smad
Lipid metabolism	Srebp1
Migration and tumorigenicity	Lmo2
	Egr1
	Areb6/Zeb1
	Rreb1
Neuronal lineage	Hen1/Nscl1/Nhlh1
	Nrsf/Rest

Etf/Tead2 (**Table 1**) promotes self-renewal of progenitor cells in the olfactory epithelium [35] and is an essential transcriptional regulator during the first week of murine embryo development [36]. In addition, Tead2 may be involved in the production or maintenance of embryonic stem cells as comprehensive transcriptional profiling shows that Tead2 is highly expressed in embryonic, neural and hematopoietic stem cells [37]. Since these analyses compared the transcript levels of proliferating stem cells relative to differentiated cells, the expression of Tead2 appears to be specific to proliferating cells suggesting a possible role in self-renewal of embryonic prostate stem cells.

Additional support for self-renewal in the prostate stem cell niche is indicated by Ap2 (**Table 1**) that promotes proliferation over differentiation and is a marker of stemness and pluripotency [38]. Ap2 regulates basal progenitor fate in a region- and layer-specific manner in the developing cortex as its deletion during development results in a specific reduction of upper layer neurons in the occipital cortex, leading to impaired function and enhanced plasticity of the adult visual cortex [39]. Recently, a ChIP-chip and transcriptome study of transcriptional networks testing TF-occupancy of genes involved in trophoblast stem cell self-renewal has shown that Ap2 along with four other genes occupies gene promoters involved in maintaining the stem cell phenotype and pluripotency [40]. We find that the transcript levels of three members of the Ap2 gene family are altered in the prostate stem cell niche. The mRNA levels of *Tcfap2a* and *Tcfap2c* are higher in the UGE compared with the UGM by 3- and 10-fold respectively, while transcript levels of *Tcfap2b* are 6-fold higher in the UGM (**Table S1**). qPCR analysis validated the expression of *Tcfap2c*, indicating that it is significantly elevated in the UGE (11-fold) relative to the UGM (**Figure 2**). 

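Tfap2a, the current symbol of Tcfap2a and a regulator of surface ectoderm, was 3.29-fold higher in UGE than in UGM (log2 fold change 1.72 ± 0.12, adjusted p = 2.33e-07, ± SE, n = 6 and 5). Tfap2c (Tcfap2c), which acts beside it in epithelial differentiation, was 11.3-fold higher in UGE (3.50 ± 0.17, adjusted p = 8.23e-09). Tfap2b (Tcfap2b), an Ap2 gene of the neural crest, was 6.11-fold higher in UGM (-2.61 ± 0.17, adjusted p = 1.44e-07). In the skin all 3 were higher in epidermis than in dermis (1.69 ± 0.23, 1.91 ± 0.25 and 1.08 ± 0.22, n = 4 and 4), so Tfap2b turns between the sites, with an interaction of -3.69 ± 0.29, adjusted p = 2.22e-08. Its call in the skin ends under the methods' t-test and with the replicate block (1.08).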

The transcription factor TFII-I (**Table 1**) restricts the expression of β-globin to the adult stage of erythropoiesis thus maintaining the primitive phenotype of murine embryonic stem cells [41]. In addition, the enrichment of the Smad motifs are in agreement with the known regulatory role of the TGF-β pathway in maintaining the primitive phenotype of embryonic stem cells [42] and in promoting quiescence of adult prostate cells [43], [44]. In this regard, it is important to note that the TGF-β pathway plays an important role in the activity of TFII-I proteins. In MCF7 breast tumor cells TGF-β-dependent phosphorylation of TFII-I results in reduced transcriptional activation of Ccnd2, Ccnd3 and E2f2 genes [45]. However, the addition of TGF-β to mouse P19 embryonal carcinoma cells induces transcription of TFII-I [46].

**Figure 2:**
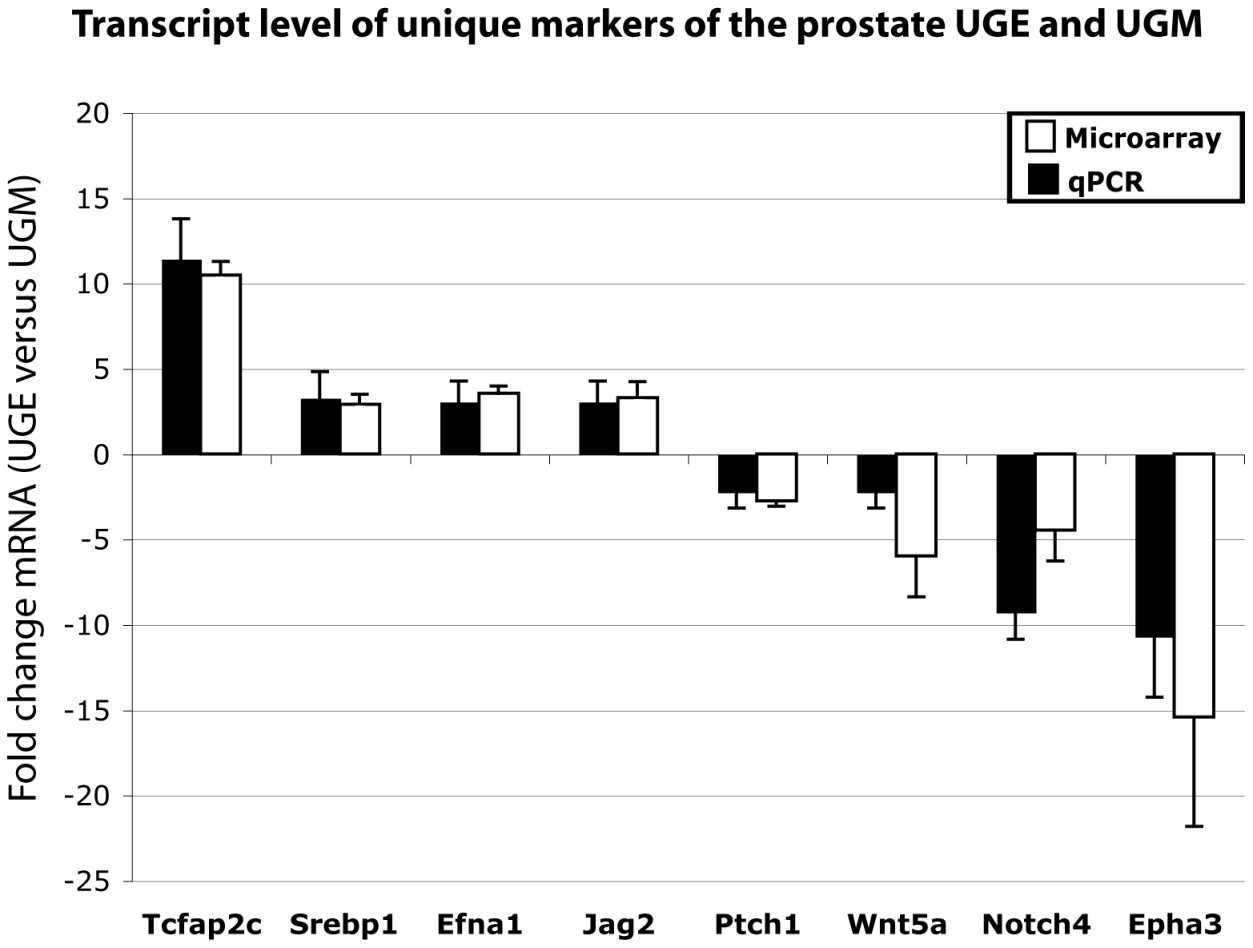
Transcript level of unique markers of the prostate UGE and UGM. Microarray data (white columns) of unique markers of the prostate niche are expressed as the fold change of mRNA levels of the UGE vs the UGM [mean±SD; n = 6]. Results of real-time quantitative PCR analysis (qPCR) (black columns) are presented as the fold change of transcripts after normalization of UGE vs UGM [mean±SD; n = 3].

#### b) Regulation of lipid metabolism

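Most genes of fatty acid and sterol synthesis did not pass the test between UGE and UGM. Of 27 measured members Srebf1 was higher in UGE, and Fads1, a fatty acid desaturase (-1.41 ± 0.23, ± SE, n = 6 and 5), and Acss2, an acetyl-CoA synthetase (-1.21 ± 0.15), were higher in UGM (1 and 3 adjusted over the list alone, camera adjusted p = 0.996). In the skin Gpam, Lss, Msmo1, Mvk and Pmvk were higher in epidermis and Fads1, Fads2 and Scd1 in dermis (5 and 3 adjusted over the list alone, camera adjusted p = 0.000497, adjusted p = 0.229 with an estimated correlation), with Lss, an enzyme of cholesterol synthesis, at 1.23 ± 0.14 and Fads2, a desaturase, at -2.17 ± 0.19 (n = 4 and 4). In epidermis 7 lie above UGE and 2 below (2 and 8 adjusted over the list alone, camera adjusted p = 0.000831, adjusted p = 0.387 with an estimated correlation). With limma's treat the 3 calls between UGE and UGM end. Of what bears on lipid metabolism, only transcript levels are measured here.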

Several findings support the notion that lipid metabolism plays a major role in the prostate stem cell niche. The binding motif of the sterol regulatory element-binding factor 1 (Srebp1/Srebf1), an androgen-regulated TF with a role in the metabolism of lipids [47], is apparent in Prostate*+Skin UGE/epidermis* and *Prostate+Skin UGM/dermis* gene sets (**Tables 2**, **3**). In addition, *Srebp1* mRNA is up-regulated by 3-fold in UGE relative to the UGM (**Table S1**). 

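Srebf1, the gene of Srebp1 and a master regulator of fatty acid synthesis, was 2.88-fold higher in UGE than in UGM (log2 fold change 1.53 ± 0.14, adjusted p = 2.74e-06, ± SE, n = 6 and 5; group means 11.45 ± 0.30 and 9.92 ± 0.11, ± SD). In the skin it lay at 0.49 ± 0.14, adjusted p = 0.0179 (n = 4 and 4), which is not called, and the interaction is 1.03 ± 0.20, adjusted p = 0.000951. The interaction call ends without UGE replicate 1, 2 or 3, among others, and the call between UGE and UGM ends with limma's treat.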

Analysis by qPCR confirms that *Srebp1* is up-regulated by 3-fold in the UGE cells compared with the UGM cells (**Figure 2**). Recent studies indicate that lipids have an important role in the self-renewal of stem cells [48], [49]. A recent study has shown that embryonic stem cells are characterized by highly unsaturated lipid metabolites that are important in maintaining ‘chemical plasticity’ and ultimately in mediating pluripotency. Inhibition of a pro-oxidative cascade that oxidizes highly unsaturated lipids promotes the pluripotent state of embryonic stem cells and inhibits differentiation [50]. Srebp1 contributes to the androgen-independent survival and proliferation of prostate cancer cells [51]. In addition, prostate tumors have an innate capacity to synthesize androgen from cholesterol [52], indicating the relevance of lipid metabolism for both normal stem and prostate tumor cell biology. In agreement with this, we note the enrichment of the functional category *plasma membrane* in two of the *Prostate+Skin UGE/epidermis* and *Prostate+Skin UGM/dermis* gene sets (**Table 2**). Genes that are specifically involved in lipid metabolism such as *Anxa7* are up-regulated in the UGE (3-fold) while others, such as *PrnP*, *Syt1* and *Dgkb* are highly expressed (4, 8 and 8-fold, respectively; **Table S1**) in the UGM. In this regard, fatty acids regulate gene expression and significantly stimulate the growth of human prostate cancer PC-3 cells [53]. Furthermore, inhibition of fatty acid synthase parallel to reduction of endogenous lipid synthesis induced by the green tea component, Epigallocatechin-3-gallate, leads to selective induction of apoptosis in prostate cancer cells [54]. In addition, several genes related to phospholipid metabolism such *Tiam1*, *Mdr3/Abcb1a*, *Lgals* and *Dlk1*, *Pltp* and *Akp2* are up-regulated in both adult and fetal prostate stem cells [43]. 

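Anxa7, a calcium-dependent annexin of membrane fusion, was 2.29-fold higher in UGE (log2 fold change 1.19 ± 0.12, adjusted p = 9.14e-06, ± SE, n = 6 and 5). Prnp, the cellular prion protein, was 5.51-fold higher in UGM (-2.46 ± 0.18, adjusted p = 3.79e-07) and Syt1, a calcium sensor of synaptic vesicles, 9.43-fold higher in UGM (-3.24 ± 0.11, adjusted p = 5.88e-10). In the skin Anxa7 was higher in epidermis (1.14 ± 0.14, n = 4 and 4), while Prnp and Syt1 lay at 0.16 ± 0.10 and -0.09 ± 0.15 and are called in the interaction (-2.62 ± 0.23 and -3.15 ± 0.19). Dgkb is not analysed here. The call of Anxa7 ends at both sites with limma's treat, and that of Syt1 with the mean over its probe sets (-0.94).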

The contribution of this group of genes to the stem cell niche may be especially significant because proteins active in signaling pathways of stem cells (e.g., Wnt proteins) are known to undergo lipid modification that regulates their ability to maintain stemness [55].

#### c) Promotion of migration and tumorigenicity

Several of the TF-binding motifs that are enriched in the prostate stem cell niche are implicated in the development of prostate cancer (**Table 3**). 

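Lmo2, a LIM-only adaptor needed for blood and vessel formation, was 9.42-fold higher in UGM than in UGE (log2 fold change -3.23 ± 0.23, adjusted p = 2.85e-07, ± SE, n = 6 and 5; group means 9.31 ± 0.11 and 6.08 ± 0.56, ± SD). In the skin it was higher in dermis than in epidermis (-2.50 ± 0.26, adjusted p = 7.05e-05, n = 4 and 4), and the interaction of -0.73 ± 0.37, adjusted p = 0.211 does not separate the sites. Endothelial markers move with it in the same direction at both sites, Sox18, a transcription factor of vessels, lying at -3.32 ± 0.22 and -3.51 ± 0.23. Both calls of Lmo2 stay under every setting tried.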

Binding motifs of the LIM domain only 2 (Lmo2) are enriched in *Prostate-only UGM* and the *Prostate+Skin UGE/epidermis* gene sets (**Tables 1**, **2**) and the transcript level of *Lmo2* is 11-fold higher in the UGM relative to the UGE (**Table S1**). In normal prostate, Lmo2, a regulator of cell fate and differentiation, was shown to be expressed exclusively in the basal cell layer [56]. In addition, overexpression of Lmo2 is significantly associated with the advanced stage of human prostate tumors and stable expression of LMO2 in LNCaP cells promotes cell motility and invasiveness *in vitro* [57]. Abundant evidence indicates that the early growth response-1 protein (Egr1) has a role in prostate cancer [58], [59], [60]. The increased activity of Egr1 (**Tables 2**, **3**) was recently found to promote the growth of prostate cancer cells in an androgen-depleted environment [61], suggesting that prostate tumor cells may adopt regulatory pathways expressed in prostate stem cells. In support of this finding, down-regulation of Egr-1 by siRNA inhibits PC-3 human prostate tumor growth and induces apoptosis [62]. In addition, E2F1 induces tumor cell survival and promotes resistance to drug-induced apoptosis via induction of Egr1 transcription in the human prostate cell lines DU145 and PC3 [63].

Enrichment of Areb6/Zeb1 motifs in both the *Prostate-only UGE* and the *Prostate+Skin UGE/epidermis* gene sets suggests that cell migration may be an integral component of the prostate stem cell niche. This TF is a regulator of epithelial-mesenchymal transition in prostate cancer and stimulates migration and invasion of prostate cancer cells [64]. Interestingly, epithelial-mesenchymal transition has been shown to generate cells with properties of stem cells [65]. The activity of Areb6 in the prostate stem cell niche may be related to this process in the primitive niche as well as to the invasion of the epithelial stem cells into their surrounding mesenchyme to form the primitive prostate buds from which the prostatic ducts develop [11]. Another regulator that may affect cell migration in the prostate stem cell niche is Rreb1 (**Table 3**) that suppresses AR-mediated promoter activity in prostate cancer cells [66]. In addition, Rreb1 is essential for diminishing the cell-cell adhesive interactions of epithelial cells and is required for their migration [67]. Thus, the combination of transcription factors expressed in the primitive prostate stem cell niche may dictate the dynamic changes in morphology and migration of cells within their niche.

#### d) Expression of neuronal lineage markers in the prostate stem cell niche

Our analysis also identifies cellular regulators that may be related to the neuronal lineage. The *Prostate-only UGE* and *Prostate+Skin UGM* gene sets are both enriched in the Hen1/Nscl1/Nhlh1 binding motif. Hen1 is a neural cell-specific TF that is expressed in cells in the developing pons in the embryonic murine brain. It orchestrates the migration of neuronal precursor cells and also inhibits apoptosis thus promoting their survival [68]. Another TF binding motif that is active in the neuronal lineage is Nrsf/Rest. This TF maintains self-renewal and pluripotency, preventing differentiation in embryonic [69] and neuronal stem cells [70]. In contrast to TFs that induce expression of their target genes, Nrsf is a transcription repressor and thus its repressive activity down regulates its target genes. Therefore, the enrichment of its binding motif in the UGM implies that these genes are relatively highly expressed in the UGM as a result of the suppressive activity of Nrsf in the UGE (**Table 1**). For example, the expression of *Synapsin1* transcripts, an Nrsf-suppressed target gene, is 7-fold lower in the UGE relative to the UGM (**Table S1**). 

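Syn1, a synaptic vesicle protein, was 4.14-fold lower in UGE than in UGM (log2 fold change -2.05 ± 0.17, adjusted p = 1.15e-06, ± SE, n = 6 and 5; group means 5.70 ± 0.28 and 7.75 ± 0.33, ± SD). Of 18 measured genes known to be repressed by Nrsf (Rest), 14 were higher in UGM and 0 in UGE (0 and 14 adjusted over the list alone, camera adjusted p = 1.19e-12, still adjusted p = 0.0449 with an estimated correlation), with Snap25, a synaptic fusion protein, at -5.97 ± 0.14, Chgb, a granin of secretory vesicles, at -4.92 ± 0.19 and Scn3b, a sodium channel subunit, at -4.70 ± 0.26. In the skin 2 were higher in dermis and 1 in epidermis (1 and 2 adjusted over the list alone, camera adjusted p = 0.745: Scn3b and Stmn2, and L1cam). The interaction is negative for 14 (0 and 14 adjusted over the list alone, camera adjusted p = 1.58e-17, still adjusted p = 0.00487 with an estimated correlation), and in UGM 13 lie above dermis (13 and 0 adjusted over the list alone, camera adjusted p = 2.18e-14, still adjusted p = 0.0052 with an estimated correlation). Several of these genes are markers of neurons as well, and neuronal markers move with them, so their rise in UGM does not tell repression in UGE from neurons in UGM.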

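Neural genes of this category were higher in the mesenchyme of both organs. Of 80 listed genes 75 are called higher in UGM than in UGE and 71 in dermis than in epidermis (median log2 fold change -2.27 and -1.75). Among them are Dcx, a microtubule protein of migrating neurons (-4.44 ± 0.20, ± SE, n = 6 and 5, and -1.43 ± 0.20, n = 4 and 4), and Zeb1, a transcription factor of mesenchyme (-4.62 ± 0.46 and -2.89 ± 0.22). The list was drawn by the study from its own calls on these arrays and is not independent evidence of the direction. For 18 of the 80 the interaction is called in the listed direction, Dcx among them (-3.01 ± 0.31). Calls in the other direction were not counted.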

Our functional analysis supports these observations as one of the categories that is enriched in the *Prostate+Skin UGM/dermis* gene set, *nervous system development*, is related to the neuronal lineage (**Table 2**). These data indicate that the neuronal and prostate stem cell niches may have a number of commonalities. Interestingly, the molecular signature of adult prostate stem cells indicates that it resembles that of neuronal or embryonal progenitors to a greater extent than that of hematopoietic progenitors indicating some commonalities with the neuronal lineage [43]. It is also possible that neuronal progenitor cells may be present within the UGM and dermal compartments.

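Neuronal markers were higher in UGM, and most of them did not pass the test in the skin. All 19 measured neuronal genes were higher in UGM than in UGE (0 and 19 adjusted over the list alone, camera adjusted p = 2.0e-17, still adjusted p = 0.0449 with an estimated correlation) and 5 were higher in dermis than in epidermis (0 and 5 adjusted over the list alone, camera adjusted p = 0.164: Dcx, Gap43, Nefl, Stmn2 and Uchl1). Tubb3, a neuronal tubulin, lies at 10.79 ± 0.58 in UGM (log2, ± SD, n = 5), 5.00 ± 0.30 in UGE (n = 6), 5.33 ± 0.17 in epidermis and 5.28 ± 0.17 in dermis (n = 4 each), and Stmn2, a neuronal stathmin, at 12.02 ± 0.26, 8.04 ± 0.19, 6.25 ± 0.20 and 8.82 ± 0.36. In UGM 18 of the 19 lie above dermis (18 and 0 adjusted over the list alone, camera adjusted p = 2.7e-25, still adjusted p = 0.00375 with an estimated correlation), and the interaction is negative for 17 (0 and 17 adjusted over the list alone, camera adjusted p = 6.34e-24, still adjusted p = 0.00487 with an estimated correlation). Of 9 genes of Schwann and neural crest cells 7 were higher in UGM and 2, Erbb3 and Mbp, in UGE (2 and 7 adjusted over the list alone, camera adjusted p = 0.00767, adjusted p = 0.246 with an estimated correlation), while Fabp7, Foxd3, Gfra3 and Ngfr were higher in dermis and the same 2 in epidermis (2 and 4 adjusted over the list alone, camera adjusted p = 0.0743). Fabp7, a lipid-binding protein of glial precursors, lies at -5.62 ± 0.21 and -1.62 ± 0.21 (± SE). These markers do not tell progenitors from differentiated neurons or nerve fibres. For Mbp the mean over the probe sets is -0.29 between UGE and UGM and -0.21 in the skin, the reverse of its brightest probe set.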

### D. Ligand – receptor interactions in the prostate stem cell niche

One of the major cellular mechanisms by which stem cells convey signals within their niche is via ligand-receptor interactions. Both the identity of the specific ligand-receptor interaction as well as its quantitative nature have a significant effect on stem cell fate [71]. We therefore used our differential gene expression profiling data to obtain insights into the ligand-receptor interactions that may mediate signals between the UGE and UGM in the prostate stem cell niche. We identified two types of ligand-receptor interactions that, based on the differential gene expression profiles in UGE/UGM, could potentially be active in the embryonic prostate stem cell niche:

1. paracrine interactions in which the receptor is expressed by one of the compartments while the ligand is expressed by the corresponding compartment (e.g., UGE-ligand and UGM-receptor or vice versa) and
2. autocrine interactions in which both the ligand and the receptor are expressed by the same compartment (e.g., UGE-ligand and UGE-receptor) (**Table 4**).

**Table 4:** Ligand-receptor pairs whose transcripts are up-regulated in UGE and UGM.

Category	UGE ligand	UGM receptor	UGM ligand	UGE receptor	
Wnt signaling	Wnt4 (x23)*	Fzd1 (x4)	Wnt2 (x12)*	Fzd6 (x6)*	Paracrine and autocrine signaling
	Wnt6 (x6)	Lrp8 (x3)	Wnt5a (x6)*	Lrp2 (x4)	
	Wnt7b (x13)	Lrp11 (x11)	Wnt5b (x4)	Lrp4 (x2)	
	Wnt10a (x15)		Wnt9a (x5)*		
			Wnt11 (x8)		
Notch signaling	Jag2 (x4)	Notch4 (x4)*	Dll1 (x2)	Notch1 (x4)*	
			Dlk1 (x4)*	Notch3 (x4)	
Ephrin signaling	Efna1 (x3)	Epha3 (x9)*	Efna2 (x3)	Epha1 (x8)*	
		Epha4 (x5)		Epha2 (x4)	
		Epha5 (x12)			
		Epha7 (x4)			
		Ephb1 (x13)	Efnb1 (x2)	Ephb6 (x2)	
			Efnb3 (x6)*		
Fibroblast growth factor signaling	Fgf1 (x4)	Fgfr1 (x3)*	Fgf14 (x2)	Fgfr2 (x3)	
			Fgf13 (x4)*	Fgfr3 (x21)*	
			Fgf7 (x4)*		
Inhibin signaling	Inha (x2)*		Inhba (x16)	Acvr1b (x3)*	
				Acvr2b (x2)	
Bone morphogenetic protein family			Bmp4 (x12)*	Bmpr1b (x2)	
			Bmp5 (x5)*	Acvr2b (x2)	
			Bmp6 (x2)		
Hedgehog signaling	Shh (x34)	Ptch1 (x3)			
		Ptch2 (x4)			
Neurotrophic tyrosine kinase	Ntrf5 (x3)	Ntrk2 (x9)*	Ngfb (x2)		
		Ntrk3 (x8)	Ntf3 (x3)		
		Ngfr (x17)*			
Platelet-derived growth factor	Pdgfa (x6)	Pdgfra (x11)*			
Tgf-beta signaling		Tgfbr2 (x5)*	Tgfb2 (x5)*		Autocrine signaling
		Eng (x3)	Tgfb3 (x11)*		
		Ltbp1 (x2)			
Angiogenesis signaling		Tek (x7)*	Angpt1 (x14)*		
			Angptl1 (x7)*		
		Kdr (x14)*	Vegfc (x6)		
			Flgf (x4)*		
		Flt1 (x6)*	pgf (x4)		
		Nrp1 (x6)*			
Protein tyrosine phosphatase		Ptprz1 (x6)	Ptn (x4)*		
		Ptprb (x10)*			

*Ligand or receptor transcripts that are also overexpressed in the epidermis/dermis.

This survey indicates that some of the predicted ligand-receptor interactions identified in the prostate stem cell niche (**Figure 3**) are also present in the epidermis/dermis compartment (**Table 4**, indicated by an asterisk). 

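Ligand and receptor genes with an asterisk mostly changed in the skin too. Of the 34 measured genes with an asterisk 31 are called between epidermis and dermis in the direction listed for UGE and UGM, all but Angpt1, Angptl1 and Wnt9a. Angptl1 is called in the listed direction with the mean over its probe sets (-1.25) and with the probe set of the largest change (-3.78). Of the 39 without an asterisk 9 are called there in that direction: Bmp6, Eng, Inhba, Ltbp1, Ntf5, Ntrk3, Vegfc, Wnt7b and Wnt11. Eng, a TGF-β coreceptor of endothelium, lies at -1.52 ± 0.15 in the skin (± SE, n = 4 and 4), Vegfc, a lymphatic growth factor, at -2.62 ± 0.27 and Ntrk3, a neurotrophin receptor, at -1.48 ± 0.10. The interaction tests whether a gene differs more at 1 site. It is called for 27 of the 73, 24 of them with the larger difference between UGE and UGM, and for 17 of the 39 without an asterisk and 10 of the 34 with it. For the other 22 without an asterisk a difference between the sites is not shown in the main fit. Of these, Jag2, Lrp8, Ntrk3, Pgf, Ptch1 and Wnt5b are called in the interaction under some alternatives set beforehand. Ntrk3 is called with log2(value + 50) (-1.73) and without UGE replicate 2 (-2.20), for example, and Jag2 with the replicate block (1.23). Ptprz1, a receptor phosphatase that binds Ptn, has an interaction of -3.63 ± 0.34, adjusted p = 2.21e-07 (19 samples) and Angpt1, the ligand of Tek, -2.40 ± 0.24, adjusted p = 5.12e-07. The study picked the genes of Table 4 on these arrays, so their direction between UGE and UGM is not independent evidence.

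**Figure D3:**
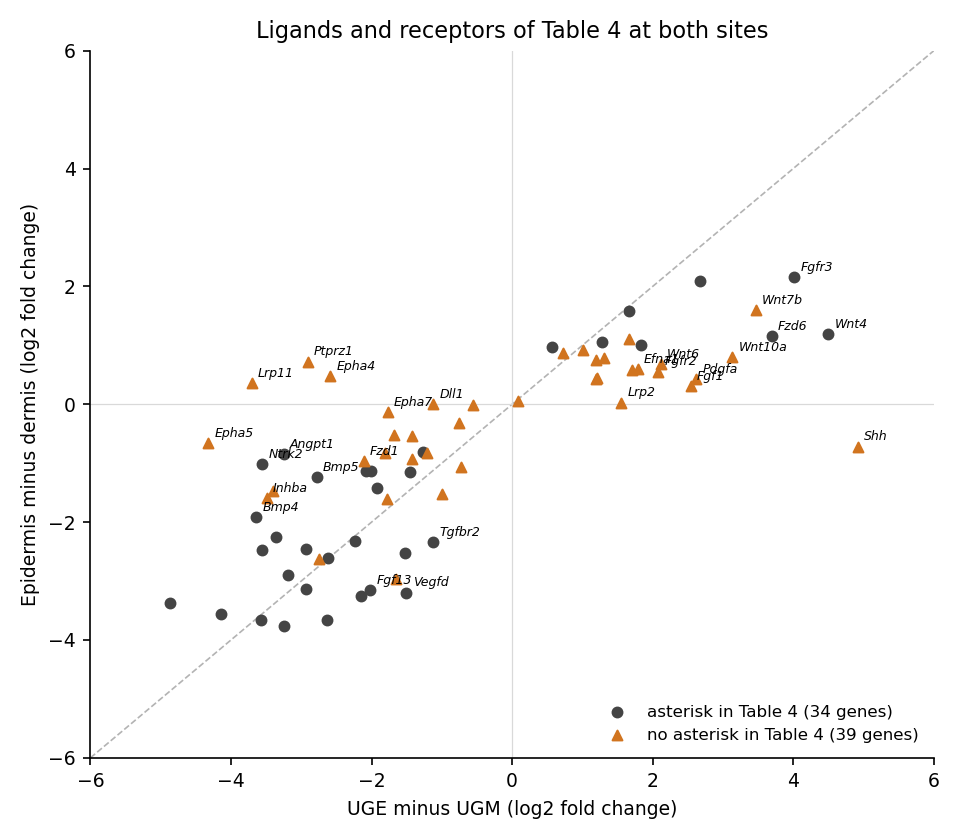
Log2 fold change between epithelium and mesenchyme of 73 ligand and receptor genes in the urogenital sinus and in the skin. Names mark the 27 genes called in the interaction. The dashed line marks equal change at both sites.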

The Wnt/β-catenin pathway that promotes self-renewal in various types of stem cells, such as keratinocytes, embryonal, colon, intestinal and follicular stem cells [72], has the greatest ligand-receptor representation in the prostate stem cell niche (**Table 4**). For example, *Wnt5a* expression is 6-fold higher in the UGM compared to the UGE (**Figure 2**). 

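Wnt ligands were higher in both compartments, each with its own members. Of 19 measured ligands Wnt4, Wnt6, Wnt7b and Wnt10a were higher in UGE and Wnt2, Wnt5a, Wnt5b, Wnt9a and Wnt11 in UGM (4 and 5 adjusted over the list alone, camera adjusted p = 0.585), with Wnt4 at 4.50 ± 0.13, Wnt7b at 3.47 ± 0.15 and Wnt2 at -3.36 ± 0.30 (log2 fold change ± SE, n = 6 and 5). Of 20 receptors and coreceptors Fzd6, Lrp2 and Lrp4 were higher in UGE and Fzd1, Lrp11 and Ror1 in UGM (3 and 3 adjusted over the list alone, camera adjusted p = 0.264), with Fzd6 at 3.69 ± 0.10 and Lrp11 at -3.71 ± 0.10. Of 18 Wnt targets and antagonists 9 were higher in UGM and Lgr5 in UGE (1 and 9 adjusted over the list alone, camera adjusted p = 0.0033, adjusted p = 0.39 with an estimated correlation), among them Dkk2 and Sfrp1, secreted antagonists (-4.59 ± 0.47 and -2.25 ± 0.19). In the skin Wnt3, Wnt4 and Wnt7b were higher in epidermis and Wnt2, Wnt5a and Wnt11 in dermis (3 and 3 adjusted over the list alone, camera adjusted p = 0.568), 2 receptors (Fzd5 and Fzd6) in epidermis and 5 (Fzd2, Fzd4, Lrp1, Ror1 and Ror2) in dermis (2 and 5 adjusted over the list alone, camera adjusted p = 0.427), and 13 targets and antagonists in dermis (0 and 13 adjusted over the list alone, camera adjusted p = 9.8e-08, adjusted p = 0.213 with an estimated correlation). Lrp1 turns direction in the skin with the mean over its probe sets (0.32). Wnt2 and Wnt5a of the ligands and Dkk2, Rspo3 and Sfrp1 of the targets and antagonists stay higher in UGM with limma's treat.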

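Wnt5a, a ligand of β-catenin-independent Wnt signaling, was 6.18-fold higher in UGM than in UGE (log2 fold change -2.63 ± 0.25, adjusted p = 3.43e-06, ± SE, n = 6 and 5; group means 10.68 ± 0.13 and 8.05 ± 0.60, ± SD). In the skin it was higher in dermis than in epidermis (-3.66 ± 0.36, adjusted p = 4.54e-05, n = 4 and 4), and the interaction (1.03 ± 0.45, adjusted p = 0.136) does not separate the sites. Both calls stay under every setting tried.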

In the bone marrow niche this signaling pathway is essential for maintaining the quiescent state of hematopoietic stem cells [73]. Activating mutations and overexpression of numerous components of the Wnt/β-catenin pathway are present in patients with advanced prostate tumors [74], indicating that these tumors may arise in the primitive compartment. As mentioned above, lipid modification plays a major role in Wnt signaling, as these proteins require palmitoylation for their activity [55], indicating that lipid metabolism and the Wnt signaling pathway are both important regulators in the prostate stem cell niche.

**Figure 3:**
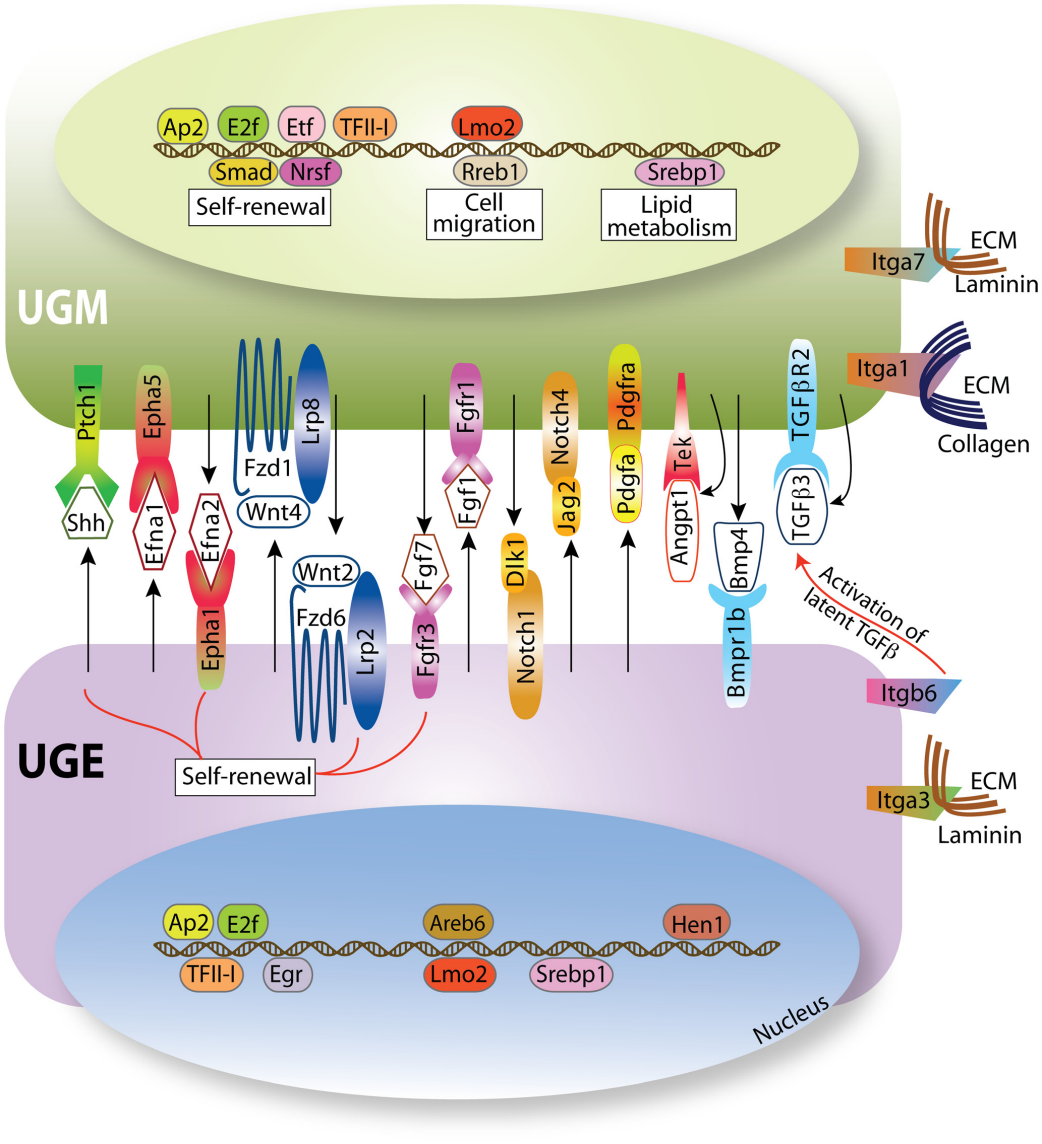
The signal transduction pathways expressed in the prostate stem cell niche. Ligand-receptor interactions and transcription factors that are differentially expressed between the UGE and the UGM are depicted. These are the main mediators of the cellular cross-talk between these two compartments in the prostate stem cell niche. These mediators include members of the Shh, Wnt/β-catenin, Notch, FGF and TGF-β signaling pathways that are important regulators of stem cell self-renewal and differentiation. Transcriptional regulators whose binding motifs are enriched in the differentially expressed genes are depicted in the nucleus. Activation of these transcription factors promotes expression of genes that are involved in self-renewal, lipid metabolism and cell migration. Many of these factors are implicated in the progression of prostate tumors as their expression is increased (e.g., Wnt/β-catenin genes) or decreased (e.g., Notch genes).

The Wnt/β-catenin pathway also regulates the expression of members of the family of Eph receptors and their ephrin ligands [75]. Eph-ephrin interactions are responsible for positioning cells in the stem cell niche and promote proliferation of progenitor cells [76]. 

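Eph receptors and ephrins were higher in both compartments, more of them in UGM. Of 21 measured members Efna1, Epha1 and Ephb6 were higher in UGE and Efna2, Efnb3, Epha3, Epha4, Epha5, Epha7 and Ephb1 in UGM (3 and 7 adjusted over the list alone, camera adjusted p = 0.157). The largest differences are those of the receptors Epha5 (-4.33 ± 0.29, log2 ± SE, n = 6 and 5) and Epha3 (-4.14 ± 0.41) toward UGM and Epha1 (2.67 ± 0.16) and the ligand Efna1 (1.79 ± 0.16) toward UGE. Between epidermis and dermis 2 are called toward epidermis, Efna3 and Epha1, and 3 toward dermis, Efna5, Efnb3 and Epha3 (2 and 3 adjusted over the list alone, camera adjusted p = 0.76). Of the genes listed in Table 4, Epha2 (0.72 ± 0.09) and Efnb1 (-0.75 ± 0.15) do not reach 2-fold. Neuronal markers, which can carry Eph receptors, are higher in UGM as well, the median of the neuronal list being -4.37. Efnb3, Epha3, Epha5 and Epha7 stay higher in UGM with limma's treat.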

Several ligands and receptors of this family are highly expressed in the epithelial and in the mesenchymal compartments of the prostate stem cell niche (**Table 4**, **Figures 2**, **3**). Specifically, qPCR analysis indicates a 3-fold increase in the *Efna1* ligand in the UGE and a 11-fold increase in expression of the ephrin receptor *Epha3* in the UGM (**Figure 2**). Ephrin ligands and their receptors may have clinical relevance as their expression pattern differs between normal prostate epithelium and prostate carcinomas [77]. Notably, expression of two ephrin receptors that are present in the prostate stem cell niche, *Epha1* and *Epha3*, is decreased in prostate cancer compared with the normal tissue [77].

An additional ligand-receptor pair that is expressed in the prostate stem cell niche (**Table 4**) and interacts with the Wnt/β-catenin pathway is that of platelet derived growth factor (PDGF) and its receptor. 

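The ligand was higher in the epithelium and its receptor in the mesenchyme. Pdgfa was 6.14-fold higher in UGE than in UGM (log2 fold change 2.62 ± 0.13, adjusted p = 1.38e-08, ± SE, n = 6 and 5), and Pdgfra, the receptor of Pdgfa on mesenchymal cells, was 29.1-fold higher in UGM (-4.86 ± 0.80, adjusted p = 0.000412). Pdgfra reaches 10.65 and 10.68 in UGE replicates 2 and 3 against at most 9.31 in the other UGE samples. Of 12 ligands and receptors of the PDGF and neurotrophin families Ntf5 and Pdgfa were higher in UGE and 6 in UGM (2 and 6 adjusted over the list alone, camera adjusted p = 0.0727), among them Ngfr, the low-affinity neurotrophin receptor (-2.93 ± 0.18), and Ntrk2, a receptor of neurotrophins (-3.55 ± 0.33). In the skin Ntf5, Pdgfc and Sort1 were higher in epidermis and 7 in dermis (3 and 7 adjusted over the list alone, camera adjusted p = 0.0386, adjusted p = 0.213 with an estimated correlation, camera adjusted p = 0.059 with the replicate block). Pdgfra was higher in dermis as well (-3.37 ± 0.37, n = 4 and 4), while Pdgfa lay at 0.43 ± 0.17 and is called in the interaction (2.19 ± 0.22, adjusted p = 5.15e-07). Ntf3 is not analysed here.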

Up-regulation of β-catenin, induced by PDGF, promotes the formation of a multipotent bone marrow-derived mesenchymal stem cell niche [78]. PDGF induces epithelial-mesenchymal transition in prostate cancer PC3 cells, promotes tumor growth and contributes to the “cancer stem-like” phenotype associated with epithelial-mesenchymal transition [79]. This ligand and its receptor may therefore be important regulators of stem cell behavior in the prostate stem cell niche.

Another major signaling pathway that is relevant to embryonic and postembryonic stem cell biology is the Notch pathway [80] that is represented in the prostate stem cell niche by several ligand-receptor candidates whose level is differentially expressed in one of the niche compartments (**Table 4**). For example, the UGE compartment expresses increased levels (4-fold) of the Notch ligand, *Jag2*, while the UGM cells express relatively high levels (4-fold) of another family ligand, *Notch4* (**Figures 2**, **3**). This pathway is important for the early development of the prostate and for branching morphogenesis [81], [82]. 

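Jag2 was 3.28-fold higher in UGE than in UGM (log2 fold change 1.71 ± 0.20, adjusted p = 2.54e-05, ± SE, n = 6 and 5), and Notch4, a receptor of endothelial cells, was 4.72-fold higher in UGM (-2.24 ± 0.33, adjusted p = 0.000165). Of 18 measured pathway genes Hes1, Jag2, Notch1 and Notch3 were higher in UGE and 7 in UGM (4 and 7 adjusted over the list alone, camera adjusted p = 0.58), among them Hey2 and Heyl, Notch targets of vessels (-2.84 ± 0.13 and -1.64 ± 0.21), and Dlk1, a noncanonical ligand (-3.57 ± 0.53). Hes1, a Notch target, was higher in UGE by 2.17 ± 0.17. In the skin Jag1 and Notch1 were higher in epidermis and 6 in dermis (2 and 6 adjusted over the list alone, camera adjusted p = 0.662), Notch4 among them (-2.33 ± 0.13, n = 4 and 4), while Jag2 lay at 0.58 ± 0.20. Endothelial markers move with Notch4, Hey2 and Heyl, Ramp2 lying at -3.32 ± 0.40 and -3.40 ± 0.31. The calls of Jag2 and Notch4 end with limma's treat, and that of Notch4 also with the mean over its probe sets (-0.75).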

Inhibition of Notch signaling leads to dramatic alteration in prostatic morphogenesis, including increased budding and epithelial proliferation. In addition, expression of Notch1 is significantly lower in human prostate carcinoma compared to normal tissues [81], [82]. This indicates that abrogation of the inhibitory effect of Notch signaling in the niche may promote the expansion of primitive cells, thus facilitating evolution of prostate tumors.

Fibroblast growth factor (FGF) signaling has a major role in the self-renewal of human embryonic stem cells [83], [84] and is essential for the maintenance of their supportive niche [85]. Members of the FGF family also participate in mesenchymal/epithelial interactions during organogenesis and carcinogenesis. Impaired FGF signaling promotes epithelial-mesenchymal transition and tumor progression in murine prostate cancer models [86]. Fgfr2 is important for prostatic branching morphogenesis and for acquisition of androgen responsiveness in mice [87]. 

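FGF receptors were split between the compartments. Fgfr3 and Fgfr2 were higher in UGE (4.02 ± 0.14 and 2.08 ± 0.09, log2 ± SE, n = 6 and 5) with the ligand Fgf1 (2.54 ± 0.22), and Fgfr1 was higher in UGM (-2.14 ± 0.19) with Fgf7, a mesenchymal ligand of Fgfr2 (-1.52 ± 0.23), Fgf13 (-2.02 ± 0.12) and Fgf18. The other 18 of 25 measured members did not pass the test (3 and 4 adjusted over the list alone, camera adjusted p = 0.657). Fgfr3 was higher in epidermis as well, and Fgf7, Fgf13, Fgf18 and Fgfr1 in dermis (1 and 4 adjusted over the list alone, camera adjusted p = 0.92). The interaction is positive for 4 members, Fgf1, Fgf13, Fgfr2 and Fgfr3 (4 and 0 adjusted over the list alone, camera adjusted p = 0.328). With log2(value + 50), and with limma's treat, Fgf13 and Fgfr1 stay higher in UGM, and the calls of Fgf7 and Fgf18 end.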

Our analysis for genes participating in ligand-receptor interactions reveals an abundance of FGF family members that may participate in the regulation of this pathway (**Table 4**, **Figure 3**). An important indication of the role of FGF signaling in the prostatic stem cell niche is the finding that enhanced mesenchymal expression of Fgf10 promotes multifocal intraepithelial neoplasia lesions in the prostate. Furthermore, inhibition of epithelial Fgfr1 signaling leads to reversal of the cancer phenotype, suggesting that stromal Fgf10 expression promotes the multifocal formation of prostate carcinoma [13].

TGF-β and BMPs, that are members of the TGF-β superfamily, also initiate pathways that are highly relevant in maintaining stem cell self-renewal [42], [88]. 

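Of 32 measured ligands and receptors of the TGF-β and BMP families 11 were higher in UGM (4 and 11 adjusted over the list alone, camera adjusted p = 0.00077, adjusted p = 0.050 with an estimated correlation), among them Bmp4, an inhibitor of prostate budding (-3.64 ± 0.32, log2 ± SE, n = 6 and 5), Tgfb3 (-3.55 ± 0.23), Tgfb2 (-2.08 ± 0.12) and Inhba, a subunit of activin (-3.49 ± 0.21). Acvr1b, Acvr2b, Bmpr1b and Inha were higher in UGE, with Acvr1b, an activin receptor, at 1.66 ± 0.13 and Inha, a subunit of inhibin, at 1.28 ± 0.10. In the skin 15 were higher in dermis and 2, Acvr1b and Inha, in epidermis (2 and 15 adjusted over the list alone, camera adjusted p = 0.000367, adjusted p = 0.202 with an estimated correlation), with Bmp4 at -1.92 ± 0.19 (n = 4 and 4). Eng and Bmp6 (-0.72 ± 0.13) do not reach 2-fold between UGE and UGM. Bmp4, Bmp5, Inhba, Tgfb2 and Tgfb3 stay higher in UGM with limma's treat, and Acvr1b in UGE.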

A number of these molecules are overexpressed in the UGE and UGM (**Table 4**, **Figure 3**). TGF-β signaling has a central role in mediating epithelial-mesenchymal interactions within the adult prostate stem cell niche [44]. The loss of the TGF-beta type II receptor gene in murine stroma results in intraepithelial neoplasia in prostate and an increased abundance of stromal cells [12], [89].

Other potential stem cell related ligand-receptor pairs that are identified by our survey in the prostate stem cell niche belong to the Shh-signaling pathway. This pathway induces proliferation of primitive human hematopoietic stem cells [90]. 

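Shh was 30.3-fold higher in UGE than in UGM (log2 fold change 4.92 ± 0.31, adjusted p = 8.77e-08, ± SE, n = 6 and 5), and Ptch1, its receptor and target, was 2.67-fold higher in UGM (-1.42 ± 0.09, adjusted p = 6.87e-08). Of 11 hedgehog receptors and targets 8 were higher in UGM and 0 in UGE (0 and 8 adjusted over the list alone, camera adjusted p = 8.76e-06, adjusted p = 0.147 with an estimated correlation), among them Gas1, a coreceptor of Shh (-4.38 ± 0.61), Gli2, its activator (-4.82 ± 0.81), and Hhip, an inhibitor that the pathway induces (-3.77 ± 0.17). In dermis 4 were higher, Cdon, Gli3, Hhip and Smo (0 and 4 adjusted over the list alone, camera adjusted p = 0.00127, adjusted p = 0.23 with an estimated correlation). Gli2 reaches 9.34 and 9.12 in UGE replicates 2 and 3 against at most 6.01 in the other UGE samples. The call of Ptch1 ends with the mean over its probe sets (-0.61).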

Shh-signaling is important for normal prostate growth and increases during development of prostate tumors that have increased expression of progenitor cell markers [91], [92], implying that primitive cells with an active Shh pathway may be expanded during tumorigenesis. The increased expression of the receptor for Shh, *Ptch1*, was confirmed by qPCR to be increased by more than 2-fold in the UGM compared to the UGE (**Figure 2**).

The Tek (Tie2)/angiopoietin1 signaling pathway that regulates hematopoietic stem cell quiescence in the bone marrow niche [93], is another pathway whose members are present in the prostate niche (**Table 4**). 

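Both the receptor and its ligand were higher in the mesenchyme. Tek was 9.44-fold higher in UGM than in UGE (log2 fold change -3.24 ± 0.16, adjusted p = 8.54e-09, ± SE, n = 6 and 5) and Angpt1 9.53-fold (-3.25 ± 0.18, adjusted p = 3.1e-08), with Angpt1 in UGE (4.73 ± 0.20, log2 mean ± SD) near the lower quartile of the arrays. Of 15 angiogenic ligands and receptors 11 were higher in UGM and 0 in UGE (0 and 11 adjusted over the list alone, camera adjusted p = 1.79e-07, still adjusted p = 0.0449 with an estimated correlation), among them Kdr, the main VEGF receptor (-2.93 ± 0.25), and Nrp1, its coreceptor (-3.19 ± 0.17). In dermis 10 were higher (0 and 10 adjusted over the list alone, camera adjusted p = 2.13e-06, adjusted p = 0.202 with an estimated correlation), Tek among them (-3.77 ± 0.14, n = 4 and 4), while Angpt1 lay at -0.85 ± 0.12, under 2-fold. Markers of endothelium move with Tek and Kdr at both sites, Cldn5 lying at -3.29 ± 0.38 and -3.71 ± 0.19. Angptl1, listed with them, lay at 0.57 ± 0.22 by its brightest probe set and at -2.40 by the probe set with the largest change.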

Plasma levels of the soluble Tek receptor are elevated in prostate cancer patients [94]. Expression of angiopoietin-2, the antagonist of angiopoietin-1, correlates with severity of disease in prostate cancer [95], suggesting that interference with the angiopoietin-1-Tek interaction may disrupt stem cell homeostasis.

### E. Integrin expression in the prostate stem cell niche

Integrins mediate attachment of stem cells to the matrix in the niche. Interaction of integrins with their matrix initiates signaling pathways and can also activate growth factor receptors [96]. 

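Of 24 measured integrin subunits Itga1, Itga4, Itga8 and Itgb3 were higher in UGM and 3 in UGE (3 and 4 adjusted over the list alone, camera adjusted p = 0.58). Itga4, a receptor of fibronectin and VCAM1, led with 12.9-fold (-3.69 ± 0.18, adjusted p = 8.77e-09, log2 ± SE, n = 6 and 5), followed by Itga1, a collagen receptor, with 7.87-fold (-2.98 ± 0.17, adjusted p = 3.75e-08), Itga8, a mesenchymal receptor of nephronectin, with 3.46-fold (-1.79 ± 0.11, adjusted p = 7.14e-08), and Itgb3, a subunit of the vitronectin receptor, with 2.48-fold (-1.31 ± 0.16, adjusted p = 3.96e-05). Itga9 (-0.94 ± 0.17, adjusted p = 0.000874) and Itga7 (-0.59 ± 0.14, adjusted p = 0.00621) do not reach 2-fold. In the skin these 6 were all higher in dermis, with Itgb1 and Itgb2, and none in epidermis (0 and 8 adjusted over the list alone, camera adjusted p = 0.0108, adjusted p = 0.202 with an estimated correlation), the largest being Itga8 (-3.19 ± 0.24, n = 4 and 4). The call of Itgb3 between UGE and UGM ends with limma's treat, and Itga9 is called by the probe set with the largest change (-1.97).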

In the UGM we find an increase of *Itga1* (4-fold), *Itga4* (13-fold), *Itga7* (2-fold), *Itga8* (3-fold), *Itga9* (4-fold) and *Itgb3* (2-fold). (**Table S1**).

A number of transcripts for other integrins implicated in stem cell biology and prostate cancer are up-regulated in the UGE. The α3 (*Itga3*) (up-regulated by 3-fold in the UGE) and β1 integrin subunits pair to form the α3β1 (VLA3) complex and the α6 and β4 (*Itgb4*) (up-regulated by 10-fold in the UGE) (**Table S1**) subunits pair to form the α6β4 complex, both of which are expressed in keratinocyte stem cells [96] and function as receptors for laminin, a major component of the basement membrane. 

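Itga3 was 2.96-fold higher in UGE than in UGM (log2 fold change 1.56 ± 0.17, adjusted p = 1.66e-05, ± SE, n = 6 and 5) and Itgb4 7.66-fold (2.94 ± 0.17, adjusted p = 5.47e-08). The partners named with them, Itga6 and Itgb1, are not called. In the skin Itga3 lay at 0.70 ± 0.22, adjusted p = 0.0315 and Itgb4 at 0.85 ± 0.28, adjusted p = 0.0387 (n = 4 and 4), and neither is called. Itgb4 is called in the interaction (2.09 ± 0.34, adjusted p = 0.000124), and its value in dermis (8.66 ± 0.44, ± SD) lies above that in UGM (6.28 ± 0.38). The call of Itga3 ends with limma's treat and with the mean over its probe sets (0.97).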

The expression of the α3 integrin subunit is significantly increased by p63 [97]. 

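Trp63 was 76.2-fold higher in UGE than in UGM (log2 fold change 6.25 ± 0.34, adjusted p = 2.72e-08, ± SE, n = 6 and 5; group means 11.69 ± 0.36 and 5.43 ± 0.87, ± SD). It marks the basal cells of stratified epithelia and is needed for the prostate bud. In the skin Trp63 was higher in epidermis by 1.22 ± 0.25, adjusted p = 0.00402 (n = 4 and 4), with 11.00 ± 0.28 in dermis. The call in the skin ends under the methods' t-test, with limma's treat and with all 4 groups in 1 fit (1.22).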

Expression of *Trp63* is up-regulated 32-fold in the UGE relative to the UGM (**Table S1**). This may be responsible for the elevated expression of the transcript for the α3 integrin subunit in the UGE [97] which may influence the attachment of prostate stem cells to their niche. Interestingly, the transcript for integrin β6, an epithelial specific integrin [98] that is up-regulated 5-fold in the UGE, (**Table S1**) is involved in the activation of latent TGF-β3 [99] as well as TGF-β1 [100]. 

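Itgb6 was 3.75-fold higher in UGE than in UGM (log2 fold change 1.91 ± 0.23, adjusted p = 3.26e-05, ± SE, n = 6 and 5; group means 6.43 ± 0.41 and 4.52 ± 0.44, ± SD), among the dimmest of the genes named. Ltbp1, which binds latent TGF-β in the matrix, was 3.14-fold higher in UGM (-1.65 ± 0.34, adjusted p = 0.00226). In the skin Itgb6 lay at 0.91 ± 0.23, adjusted p = 0.0126 (n = 4 and 4), and the interaction is 0.99 ± 0.36, adjusted p = 0.0598, so a difference between the sites is not shown. Its call ends with log2(value + 50), at 0.90, and with limma's treat.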

TGF-βs are secreted as latent molecules and require activation prior to binding their signaling receptor and the generation of active cytokine is one of the major regulators of the TGF-β signaling pathway. The absence of β6 integrin recapitulates the phenotype of TGF-β1-null mice indicating that this integrin is crucial for regulating TGF-β activity [100]. We have previously shown that the stem cell enriched proximal region of prostatic ducts has high levels of active TGF-β and TGF-β signaling promotes quiescence of stem cells in this region [44]. This signaling pathway is therefore likely to be an important regulator of the prostatic stem cell niche.

### Conclusions

These data provide, for the first time, a comprehensive description of the transcripts that are differentially expressed in the embryonic UGE compared to the UGM and reflect the molecular interactions that are likely to occur in the embryonic prostate stem cell niche. To our knowledge this is the first characterization of the potential signaling pathways and receptor/ligand interactions in epithelial and mesenchymal compartments isolated from a mammalian stem cell niche. As depicted in our model shown in **Figure 3**, the differential gene expression of specific signaling molecules in the UGE and the UGM may potentially result in expression of protein ligand-recptor pairs that mediate signal transductions in the embryonic prostate stem cell niche. For example, self-renewal of stem cells in the embryonic niche may be accomplished by paracrine interactions resulting from the expression and secretion of Shh by the UGE and its binding to the Ptch1 receptor, expressed by the UGM (**Figure 3**). In this regard, it is important to note that some of the postulated ligand-receptor interactions that we are proposing in the prostate stem cell niche could also be shared by other primitive niches, as we find similar differential expression of a number of these genes in embryonic skin (**Table 4**). For example, some of the Wnt pathway genes, such as Fzd6, Wnt2 and Wnt4, are also differentially expressed by the embryonic dermis and epidermis. 

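The paper reasons from a ligand whose transcript is higher in the epithelium and a receptor whose transcript is higher in the mesenchyme, and proposes paracrine interactions. Shh lies at 13.42 ± 0.20 in UGE (log2 mean ± SD, n = 6), 8.50 ± 0.83 in UGM (n = 5), 8.22 ± 0.26 in epidermis and 8.94 ± 0.10 in dermis (n = 4 each). Ptch1 lies at 10.77 ± 0.13, 12.19 ± 0.11, 11.02 ± 0.29 and 11.56 ± 0.29 in the same order. Foxf2, a target of hedgehog signaling in visceral mesenchyme, lies at 8.04 ± 0.41 in UGM and 4.61 ± 0.39 in UGE and was higher in UGM (-3.43 ± 0.22, ± SE). Secretion, binding and self-renewal are not analysed here.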

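Fzd6 and Wnt4 were higher in epidermis than in dermis by 1.16 ± 0.16, adjusted p = 0.000358 and 1.20 ± 0.19, adjusted p = 0.000757 (log2 fold change ± SE, n = 4 and 4), and Wnt2 was higher in dermis (-2.26 ± 0.18, adjusted p = 1.71e-05). The interaction is called for Fzd6 (2.54 ± 0.18, adjusted p = 7.16e-09) and Wnt4 (3.30 ± 0.23, adjusted p = 4.55e-09), whose difference between UGE and UGM is the larger, and not for Wnt2 (-1.10 ± 0.40, adjusted p = 0.0658). Wnt11, a noncanonical ligand, was higher in dermis as well (-1.61 ± 0.24, adjusted p = 0.000553). With limma's treat the calls of Fzd6, Wnt4 and Wnt11 in the skin end, and the mean over the probe sets of Fzd6 is 0.60.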

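Shh has the largest interaction of the ligands and receptors of Table 4 (5.64 ± 0.40, adjusted p = 4.55e-09, log2 ± SE, 19 samples), and in the skin it lay at -0.72 ± 0.14, adjusted p = 0.00257 (n = 4 and 4), under 2-fold. For Ptch1 the interaction of -0.87 ± 0.19, adjusted p = 0.00243 is under 2-fold and is not called, but it is without epidermis replicate 1 (-1.01) and with the probe set of the largest change (-1.06). Among the ephrin family members of Table 4 it is called for Epha5 (-3.67 ± 0.37, adjusted p = 5.39e-07), Epha4 (-3.07 ± 0.50, adjusted p = 0.000147), Epha7 (-1.63 ± 0.20, adjusted p = 7.57e-06) and Efna1 (1.19 ± 0.23, adjusted p = 0.000744), receptors and a ligand of axon and tissue boundaries. For the other 5 family members without an asterisk, Efna2, Efnb1, Epha2, Ephb1 and Ephb6, neither a call in the skin nor an interaction is found, so a difference between the sites is not shown (Ephb1 -0.49 ± 0.30, Efna2 -0.39 ± 0.24). With limma's treat the interaction calls of Efna1, Epha4 and Epha7 end, and that of Shh stays.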

There are however genes belonging to signaling pathways such as Ephrin and Shh whose differential expression is confined to the prostate stem cell niche (**Table 4**).

As we are aware of no transcriptional or protein expression data from other mammalian stem cell niches, a comparison between the prostate stem cell niche and other primitive niches can not be made. However, we expect that the detailed transcriptional profiles of the epithelial and the mesenchymal compartments of the embryonic prostate stem cell niche will be a useful source of data for such comparisons in the future. We should note, however, that some of the gene expression differences described in this study may be associated with more general epithelial-mesenchymal interactions rather than specific niche interactions. Future studies will determine protein expression by differentially expressed transcripts in the embryonic prostate stem cell niche. The expression of interesting proteins will be examined during fetal prostate development as well as in the adult prostate. As stem cells in the adult prostate reside in the proximal regions of ducts the proximal–distal prostate axis will be examined for evidence of differentially expressed molecules. This would indicate similarities between the adult and the fetal stem cell niches. As many of the interactions that regulate growth and differentiation in the normal adult prostate stem cell niche may also be involved in the aberrant proliferation of niche cells, their elucidation may provide insight into mechanisms subverted during abnormal proliferative events that result in benign prostate hyperplasia and prostate carcinoma. Importantly, it has been noted that prostate tumors originate in the stem cell enriched proximal region of prostatic ducts [9].

## Supporting Information

Table S1 Transcripts significantly expressed in the prostate subset. Lists of transcripts that were significantly highly expressed in the UGE compare to the UGM. The relative expression values (LR) compared to the average expression values of UGM samples are presented.
(4.81 MB XLS) Click here for additional data file.

Table S2 Transcripts significantly expressed in the skin subset. Lists of transcripts that were significantly highly expressed in the epidermis compare to the dermis. The relative expression values (LR) compared to the average expression values of dermis samples are presented.
(1.26 MB XLS) Click here for additional data file.

Table S3 Transcripts significantly expressed in the prostate and the skin niches. Lists of transcripts that were significantly highly expressed in each of the gene sets (Prostate-only UGE, Prostate-only UGM, Prostate+Skin UGE,Epidermis, Prost+Skin UGM,dermis, Skin-only epidermis, Skin-only dermis). Relative expression values (LR) are presented.
(3.51 MB XLS) Click here for additional data file.

Table S4 Functional analysis of prostate gene sets. A list of the genes associated with each of the enriched functional categories that were identified for each of the gene sets.
(0.32 MB XLS) Click here for additional data file.

Table S5 Promoter sequence analysis of prostate gene sets. A list of the genes associated with each of the enriched promoter motifs that were identified for the prostate gene sets.
(0.67 MB XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

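The series holds 19 MOE430 2.0 arrays, 6 of UGE, 5 of UGM, 4 of epidermis and 4 of dermis, each of a pool of embryos of embryonic day 16 (20 embryos per pool for the urogenital sinus and 15 for the skin). The paper took skin and urogenital sinus from the same embryos, so pools of different groups can share embryos. The values are linear intensity per probe set, as deposited by the authors, who normalized them between arrays before depositing them. The paper names GCOS 1.4 with scaling to a target for raw data, MAS5 for detection calls and PLIER for expression levels, and which of these made the table used here is not given in the sources used here. Values run from 7.40 to 33140.7, and 37362 to 39166 probe sets per array lie over 20, the signal minimum of the filter. The labelling controls differ between arrays: BioB lies at 9.17 to 9.57 on the log2 scale in UGE replicates 1 to 4, 8.43 to 8.45 in UGE replicates 5 and 6, 7.67 to 8.46 in UGM, 9.07 to 9.55 in epidermis and 8.94 to 9.14 in dermis. Detection calls are not used here.

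From the intensity values, log2 values were computed with no further normalization. Of 45101 probe sets 64 controls were left out, and the 41549 with a value over 20 in at least 1 of the 19 samples were tested. Of the probe sets 34945 have 1 gene symbol, 932 have several and 9160 are unnamed here. The first kind name 18193 genes, of which 17360 have a tested probe set. A gene is given by its tested probe set with the highest mean log2 value over the 19 samples. Dgkb and Ntf3 have no probe set of their own here and are not analysed here. Some other genes are not reported here.

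Tests were made with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, moderated, 2-sided). UGE was compared with UGM, and epidermis with dermis, each in a fit of its own samples, as in the methods. The interaction (UGE minus UGM, minus epidermis minus dermis), UGE against epidermis and UGM against dermis were taken from 1 fit of all 4 groups. Every adjusted p is Benjamini-Hochberg over the tested probe sets unless it is said to be adjusted over a list alone. A probe set is called at an adjusted p under 0.01 and a fold change over 2, the thresholds of the methods. Site is tied to the separation method, trypsin for the urogenital sinus and overnight dispase for the skin, so a difference between sites holds both. Principal components were computed on log2 values centred per probe set and not scaled.

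Gene groups were 30 fixed lists, 21 of pathways, tissues and processes and 9 of markers of other cell types (endothelial, neuronal, Schwann and neural crest, smooth muscle, skeletal muscle, macrophage, erythroid, melanocyte and adipocyte). Beside the number of called members stands the number called with adjustment over the list alone, and the camera test with its preset correlation of 0.01 between genes. Where camera with that preset passes 0.05, its adjusted p with a correlation estimated from the residuals is given too, and fry was run as a further test. The genes named are every gene for which the paper gives a fold, a direction or a measured transcript, the 10 largest changes in each direction between UGE and UGM and between epidermis and dermis among called probe sets whose groups do not overlap, the 5 largest in each direction of the other 3 comparisons, and up to 4 called members of each list with the largest change, with called members that go against their list. The paper's values for many of these had been seen. Members named beside a count of 5 or fewer lie in part outside this rule and were chosen after their values were seen.

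Replicate numbers of the epidermis and dermis samples were checked for pairing. Samples with the same number deviate from their group means together, with correlations of 0.343, 0.108, 0.264 and 0.168. These are weak, and number 2 does not correlate best with its own number. The numbers may therefore pair the samples, which comes from the data and not from a statement of the paper. The fit without the block was kept as the main one. The lists, the rule for names, the tests and most alternatives were chosen before the data were examined. These alternatives were the methods' t-test, quantile normalization, 50 added before log2, no filter on low values, a filter on the median (26234 probe sets), an adjusted p under 0.05, limma's treat, eBayes with trend and robust, all 4 groups in 1 fit, the replicate number as a block, 1 probe set per gene, other rules for a gene's probe set, leaving out each replicate in turn, and leaving out UGM replicate 2 and dermis replicate 1 together. Chosen after seeing the data were leaving out UGE replicates 2 and 3 together, UGE replicates 5 and 6 only, all 75 choices of 4 UGE and 4 UGM samples, the splits that keep to the skin pairs, and lists of hair germ, duct and Y-linked genes. Each count of calls was set against 100 splits of the same samples, or all 35 for the skin, the real split among them. As the skin numbers may pair the samples, the skin subset and the Skin-only cluster were set against the 8 skin splits that part every pair. These are too few for a share under 0.05. The rest put both samples of a pair in 1 group. The Prostate+Skin cluster was set against 100 splits of both sites that part every skin pair, and the interaction also against 100 splits that move the epidermis and dermis samples of a number together.

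The fits were tested on simulated data, drawn with the mean and spread of each probe set and with known changes added to 200 of them: limma found 92.5%, 92.5% and 98.5% of changes of 1.5, 2 and 3 log2 units with the sample numbers of UGE and UGM and 79.1%, 85.1% and 97.0% with those of the skin, and made at most 3 false calls among 41549. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, arrow 21.0.0 and matplotlib 3.10.9.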

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

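Of the tests in this part, those of carry-over of UGM cells, of fewer male embryos in the pools, of the share of all genes beside the duct genes, of the interaction with the skin pairs moved together and of the subsets of 4 UGE and 4 UGM samples were chosen only after the result was seen, and the lists of hair germ, duct and Y-linked genes were written after the data had been examined. The difference between epithelium and mesenchyme changes with the site for 3870 probe sets by the interaction. In 100 splits that move the epidermis and dermis samples of a replicate number together, the highest other count is 11. Of 100 splits drawn without regard to the numbers, 1 other, which mixes UGM with dermis and leaves UGE and epidermis whole, gives 3890. Both kinds of split mix samples of different sites, so differences between the sites enter the spread within their groups. They therefore do not tell whether chance could give the interaction count. Of 251 genes named, 128 are called in it. Sox2, a transcription factor of progenitor cells, leads those whose UGE minus UGM difference lies above that of epidermis minus dermis (log2): Sox2 7.31, Clca1 6.92, Foxa1 6.03, Shh 5.64, Krt15 5.54, Upk3a 5.25, Zic1 5.09, Hoxb13 5.05, Trp63 5.04, Perp 4.85, Krt14 4.81, Ripk4 4.55, Krt4 4.45, Lgr5 4.38, Cldn7 4.08, Hoxa9 4.01, Shox2 4.00, Emx2 3.96, Ltbp2 3.74, Esrp1 3.63, Cers3 3.63, C1qtnf3 3.55, Wnt4 3.30, Ror2 3.10, Cldn23 3.04, Grhl3 2.96, Krt6a 2.88, Krt19 2.83, Lyve1 2.80, Asprv1 2.79, Acta1 2.64, Fzd6 2.54, Krt7 2.43, Myh3 2.42, Elf5 2.37, Fabp4 2.37, Wnt10a 2.33, Sprr1a 2.31, Tnni1 2.24, Fgf1 2.23, Pdgfa 2.19, Fzd4 2.16, Msx2 2.16, Tead2 2.14, Itgb4 2.09, Upk1b 2.07, Myog 2.04, Krt8 1.97, Hoxd9 1.93, Wnt7b 1.87, Fgfr3 1.85, Tfap2c 1.59, Fgfr2 1.52, Lrp2 1.52, Hes1 1.45, Wnt6 1.43, Slc4a1 1.43, Sox9 1.41, Mrc1 1.41, Itga8 1.40, Itga6 1.35, Itgb3 1.26, Erbb3 1.24, Itgb2 1.23, Tgfbr2 1.21, Efna1 1.19, Itga7 1.18, Fgf13 1.14, Smo 1.14 and Srebf1 1.03. Those whose UGE minus UGM difference lies below are led by Nefm, a neurofilament subunit: Nefm -6.60, Slc2a3 -6.41, Gng4 -6.30, Snap25 -5.94, Prph -5.93, Calcb -5.88, Stmn3 -5.87, Tubb3 -5.84, Nefl -5.48, Tcf21 -5.41, Chgb -5.10, Gli2 -4.38, Myh11 -4.16, Lrp11 -4.07, Fabp7 -4.00, Tfap2b -3.69, Epha5 -3.67, Ptprz1 -3.63, Gas1 -3.56, Ogn -3.38, Foxf2 -3.36, Alox12b -3.34, Syt1 -3.15, Wt1 -3.13, Epha4 -3.07, Dcx -3.01, Dsg1a -2.98, Hoxc10 -2.85, L1cam -2.80, Prnp -2.62, Ntrk2 -2.53, Gucy1a1 -2.52, Scn3b -2.44, Angpt1 -2.40, Hhip -2.34, Efna3 -2.09, Nrp2 -2.07, Tgm3 -2.06, Syn1 -2.01, Dsc1 -1.96, Inhba -1.90, Tfap2e -1.85, Dct -1.80, Bmp4 -1.73, Gap43 -1.70, Fzd5 -1.67, Epha7 -1.63, Tyr -1.57, Bmp5 -1.54, Itga4 -1.42, Acss2 -1.40, Stmn2 -1.40, Bmp2 -1.36, Mlana -1.32, Pdgfc -1.22, Mvk -1.21, Jag1 -1.20 and Fzd1 -1.15.

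The paper gives no test of single genes between the sites within a compartment. Between UGE and epidermis 4984 probe sets are called, and chance can be excluded, the highest other count among 100 splits being 189. Between UGM and dermis 5049 are called, and chance can be excluded there too, with 3657 as the highest other count, from a split that is nearly the real one with the groups exchanged. Hoxd13 is higher in UGE than in epidermis (6.50 ± 0.12, log2 ± SE), Nefl in UGM than in dermis (6.92 ± 0.35), and Hrnr, a gene of the cornified layer, is lower in UGE than in epidermis (-9.50 ± 0.38). Separation by trypsin and by overnight dispase changes with the site, so these counts hold both.

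In 60 of 1004 groups of samples of the named genes (5.98%) 1 sample lies apart from the others of its group by Dixon's test at its 95% critical value, which sets the gap to the nearest sample against the range of the group. Chance flags about 1 in 20 groups, and where a group is tight the gap is small, as for Fgf14 in dermis, 4.248 against a group median of 4.239. Among the UGE samples (log2 values) replicate 1 high for Clca1 12.53, Epha3 9.16, Jag2 9.88, Uchl1 10.09 and Upk1b 13.51, low for Tfap2c 10.68; replicate 4 high for Klhl4 3.91; replicate 6 high for Hspa1b 12.46, Krt7 12.26 and Psca 10.37, low for Epha1 8.27. Among the UGM samples replicate 1 low for E2f1 7.78; replicate 2 high for Clca1 6.34, Krt15 9.85, Krt4 8.84 and Upk1b 8.62, low for Lrp11 9.44; replicate 3 low for Rspo3 11.06; replicate 4 high for Pdgfc 11.76, low for Lgr5 7.34; replicate 5 high for Ephb6 8.34, Hspa1a 8.89, Hspa1b 9.90, Itga7 6.36, Ramp2 10.46 and Socs3 9.82, low for Angpt1 7.23 and Epha7 10.28. Among the epidermis samples replicate 1 high for Alas2 8.53, Hoxd13 5.80, Mvk 10.49 and Tead2 8.73, low for Hoxd10 4.38, Hspa1b 13.49, Inha 7.74, Ptprz1 8.11 and Rreb1 10.67; replicate 3 high for Itgb3 6.24 and Ltbp2 5.09, low for Efna3 9.28, Jag2 8.68 and Wnt3 5.05; replicate 4 high for Dusp1 10.78, Jun 10.59 and Ptn 9.73, low for Cldn5 6.66, Flt1 5.77, Kdr 6.43, Shox2 6.15 and Vegfc 6.03. Among the dermis samples replicate 1 high for Fgf14 4.25, Prph 5.73 and Psca 7.40, low for Agtr2 12.37, Col1a2 14.71, Nrp1 11.70 and Nrp2 8.97; replicate 3 low for Fzd4 9.20; replicate 4 high for Fabp4 11.35 and Myh3 12.24. Krt4, Krt15 and Clca1 in UGM replicate 2 are epithelial genes, and the adhesion and keratin genes have their highest UGM median there (7.79).

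Epithelial transcripts are found in the dermis samples, most in replicate 1 (median log2 value of the adhesion and keratin genes 10.06), with Krt14 at 13.28, 12.51, 12.68 and 12.68 in dermis replicates 1 to 4. Saturation of bright probe sets is argued against: the 13 dimmer of these genes lie -0.079 from the 12 brighter ones in the dermis minus epidermis difference (medians -1.41 and -1.33), where saturation needs more than 1 log2 unit below. For carry-over of whole epidermis, which brings the differentiation genes of the upper layers as well, their median lies -0.701 from that of the adhesion and keratin genes (-2.11 of 24 and -1.41 of 25 genes, permutation p = 0.157 over 100000 permutations of the gene labels), within the 1 log2 unit set, so it may be a source. Hair germs left in the dermis may add to it: 10 hair germ genes, with 1 other shared with the adhesion and keratin list left out, lie 1.256 above (median -0.15, permutation p = 0.00733), though Shh had been seen and several of them, such as Bmp2 and Sox9, are found in mesenchyme too. No other biological explanation was tested, and these 2 stay open together.

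Mesenchymal and globin transcripts are found in UGE replicates 2 and 3, as with Hbb-y and Col6a1. Carry-over of UGM cells as a whole is argued against: of 58 genes at least 5 log2 units lower in UGE than in UGM, 58.6% reach a share of their UGM level within 4-fold of the median share (6.1% and 5.6%) in both samples, where at least 80% was asked, with Col1a2 at 28.9% and 27.2%, Nefl at 0.647% and 0.863%, Tubb3 at 0.146% and 0.830%, Ogn at 0.170% and 0.319% and Gucy1a1 at 0.887% and 0.921%. Ogn and Gucy1a1 are not markers of neurons, but the test was not repeated without neuronal genes. Carry-over of UGM without its nerves, or of some other part of the UGM, was therefore not tested. Tissue of the mesonephric or Mullerian ducts cannot be told apart: of 8 duct genes other than those already seen, Emx2, Lhx1, Msx2, Pax8, Wnt9b and Wt1, 75% in all, have their 2 highest UGE values in these samples, but so have 36.4% of all genes, more than the share set beforehand as the mark of duct tissue, so that test decides nothing. Fewer male embryos in the pools cannot be told apart: of 3 Y-linked genes, all seen before, 1 does not have its 2 lowest UGE values there, by 0.589 log2 units, which is under the SD of 0.726 of its UGE values, a margin set after the result was seen. No biological explanation within the design was tested, since all UGE samples share a condition.

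The order of the prostate and skin subset counts changes with the test used and with other choices. Limma calls 5506 and 5681, and the methods' t-test 5164 and 3839, ending skin calls such as those of Klf4 and Ovol1. With limma too the skin has fewer calls with log2(value + 50) (3759 and 3686), with treat (2524 and 1434), with all 4 groups in 1 fit (5655 and 5554), without UGE replicate 2 (5705 and 5681) and without replicate 2, 3 or 4 of epidermis or of dermis (4904 to 5294 in the skin), so the test used is not the whole of it. The number of samples under the t-test cannot be told apart as a cause. With 4 UGE and 4 UGM samples that test calls a median of 4043 probe sets, above the 3839 of the skin, which by the outcome written down before these subsets were counted speaks against the number of samples. The 75 subsets run from 3546 to 5359, though, and 58 of them lie above 3839, so their spread does not decide it.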

How the results depend on the processing

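Of the settings in this part, leaving out UGE replicates 2 and 3 together, UGE replicates 5 and 6 only, the subsets of 4 UGE and 4 UGM samples and the splits that part every skin pair for the skin subset and the Skin-only and Prostate+Skin clusters are tests chosen only after the result was seen. Chance can be excluded for the 5506 probe sets called between UGE and UGM, against at most 0 among the other splits drawn. For the Prostate-only cluster, with 2728, the highest other count is 0. It cannot exceed the UGE and UGM count of its split, which is 0 in every other split. These splits therefore do not test whether the calls are confined to the urogenital sinus. For the Prostate+Skin cluster, with 2652 in the same direction, the highest other count is 0 as well. It cannot exceed the skin count of its split, which is 0 in every other skin split, so these splits do not test the sharing. Between epidermis and dermis 5681 are called, and the Skin-only cluster holds 2903, against at most 0 and 0 with another of the 8 skin splits that part every pair, which are too few for a share under 0.05.

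Most calls of named genes hold. Of 493 named gene comparisons, 327 keep their call under each alternative set beforehand other than the rules for a gene's probe set. Over all alternatives 12538 values were computed: 11940 keep the direction and the side of the threshold, 502 are no longer called, 87 become called and 9 turn direction. Limma's treat ends 144 of the calls, the mean over the probe sets of a gene 59, log2(value + 50) 45 and the methods' t-test 39, while quantile normalization ends 5 and eBayes with trend and robust 1. The genes that turn are Angptl1, with the probe set of the largest change (1.38 in the interaction, -3.78 in the skin and -2.40 between UGE and UGM) and with the mean over its probe sets in the skin (-1.25), Fgf14, with the probe set of the largest change (-1.17 between UGE and UGM), Lrp1, with the mean (0.32) and the probe set of the largest change (1.80) in the skin, and Mbp, with the mean (-0.21 in the skin and -0.29 between UGE and UGM). For Lrp1 and Mbp other probe sets of the gene are called in the opposite direction, and these settings read other probe sets. Of the counts of called list members 2443 of 2580 stay within 1.5 times the main count and 137 do not.

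Limma's treat, which asks for evidence of more than 2-fold, moves most counts by its construction. It calls 2524 probe sets between UGE and UGM (1017 higher in UGE, 1507 in UGM) and 1434 between epidermis and dermis (138 higher in epidermis, 1296 in dermis). The Prostate-only cluster then holds 923 higher in UGM, the Skin-only cluster 781 (77 and 704) and the Prostate+Skin cluster 653, of which 645 change in the same direction (61 higher in UGE and epidermis, 584 in UGM and dermis) and 8 in opposite ones (98.8% the same). The interaction falls to 1083 (590 above and 493 below), UGE against epidermis to 1685 (972 and 713) and UGM against dermis to 1627 (878 and 749). With 1 probe set per gene, which tests fewer probe sets, 2923 are called between UGE and UGM (1172 and 1751) and 2951 in the skin (1018 and 1933).

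With 50 added before log2, which shrinks the changes of dim probe sets, the skin has 3686 calls (1467 higher in epidermis), the Skin-only cluster 1864 (783 higher in epidermis), and the Prostate+Skin cluster 1822, of which 1753 change in the same direction (661 higher in UGE and epidermis) and 69 in opposite ones (96.2% the same). UGE against epidermis then has 3296 (1883 higher in UGE) and UGM against dermis 3140 (1714 and 1426). Under the methods' t-test 1164 probe sets are higher in epidermis, the Skin-only cluster holds 1856 (597 higher in epidermis), and of the shared probe sets 548 are higher in UGE and epidermis and 83 change in opposite directions. The cause was not tested. With each probe set scaled to unit variance, PC1 holds 26.3% of the variance with 20.1% of it between compartments, and PC2 23.6% with 20.7% of it between sites, and the cause was not tested.

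Leaving out 1 replicate at a time, UGE against UGM has 5256 to 5705 calls, epidermis against dermis 4904 to 6758, the interaction 3615 to 4185, the Prostate-only cluster 2573 to 2966, the Skin-only cluster 2364 to 3832 and the Prostate+Skin cluster 2540 to 2926. The Skin-only probe sets higher in epidermis run from 1029 to 2211, the latter without epidermis replicate 1, where the adipocyte markers have a median log2 value of 9.38. PC1 holds 39.6% to 43.7% of the variance. Without UGM replicate 2 and dermis replicate 1 together the subsets hold 5256 and 5687.

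Without UGE replicates 2 and 3 together 6226 probe sets are called between UGE and UGM and 4261 in the interaction. UGE replicates 5 and 6 only, whose BioB signal is near that of the UGM arrays, give 5597 and 3778 against UGM. The median over subsets of 4 UGE and 4 UGM samples is 5198 with limma. With the replicate number as a block the counts are 5264 between UGE and UGM, 5904 in the skin and 3603 in the interaction. The numbers of the UGE and UGM samples do not pair them, the correlations of their deviations being 0.648, 0.006, -0.122, 0.138 and -0.406, and only the samples of number 1 correlate best with their own number. In the skin, where they may pair, the block moves the list tests of fry across an adjusted p of 0.05 for 4 lists (adipocyte genes from 0.0231 to 0.132, ephrins and Eph receptors from 0.0788 to 0.0239, FGF ligands and receptors from 0.0272 to 0.133, and urogenital sinus epithelial genes from 0.0499 to 0.0779), that of camera for the PDGF and neurotrophin list from 0.0386 to 0.059, and no other list test. Among named genes it ends 11 calls, in all comparisons, and adds 1. Signal over background limits the dim genes: Itgb6 lies near the low end of the arrays in UGM and dermis, and Hoxd10 in epidermis. There a change under 2-fold cannot be read. Near the lower quartile lie also the UGE values of, for example, Angpt1, Fgf7, Foxf2, Hey2, Klhl4, Ogn and Snap25 and the UGM values of Cers3, Clca1, Ivl, Krt6a and Lrp2, so their folds between UGE and UGM rest on a level not shown to lie above background.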

Differences from the paper's values

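Leaving out UGE replicates 2 and 3 together, UGE replicates 5 and 6 only and the subsets of 4 UGE and 4 UGM samples are tests chosen only after the result was seen. The paper's Skin-only cluster has 654 transcripts higher in epidermis, and here it has 1414 probe sets. With log2(value + 50) it has 783 and under the methods' t-test 597, which do not differ by the rule used, and under the other alternatives set before the data were examined it still differs. The paper asks for a detection call as well, which is not used here.

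Of 92 folds of the paper 25 differ from those here by more than 1.5 times and by more than the SD of the samples of the group listed as higher. The spread of the other group is not in that SD. A fold such as that of Pdgfra, for which UGE replicates 2 and 3 lie above the other UGE samples, is therefore less certain than the rule takes it to be. For Epha2 (the paper's 4-fold, here 1.65), Ephb1 (the paper's 13-fold, here 2.69), Fzd6 (the paper's 6-fold, here 12.9), Kdr (the paper's 14-fold, here 7.62), Ngfr (the paper's 17-fold, here 7.64), Notch3 (the paper's 4-fold, here 2.02), Ptprb (the paper's 10-fold, here 6.12), Syn1 (the paper's 7-fold, here 4.14), Tgfbr2 (the paper's 5-fold, here 2.18), Wnt11 (the paper's 8-fold, here 3.43) and Wnt9a (the paper's 5-fold, here 2.41) this holds under each alternative set before the data were examined. The others no longer differ under the settings named and still do under the rest of those alternatives: Angptl1 (the paper's 7-fold, here 0.674), Flt1 (the paper's 6-fold, here 2.73), Itga9 (the paper's 4-fold, here 1.92) and Lrp8 (the paper's 3-fold, here 1.47) under the probe set with the largest change; Eng (the paper's 3-fold, here 2.00) under the mean over its probe sets, quantile normalization, the probe set with the largest change, without UGE replicate 1, 2 or 3 and without UGM replicate 3 or 4; Epha3 (the paper's 9-fold, here 17.6) and Itga1 (the paper's 4-fold, here 7.87) under log2(value + 50) and the mean over its probe sets; Epha5 (the paper's 12-fold, here 20.0) under log2(value + 50), the mean over its probe sets, without UGE replicate 2 or 5 and without UGM replicate 3 or 4; Fgf14 (the paper's 2-fold, here 0.947) under the mean over its probe sets and the probe set with the largest change; Ltbp1 (the paper's 2-fold, here 3.14) under log2(value + 50), the mean over its probe sets, without UGM replicate 2 and dermis replicate 1 together, without UGE replicate 1, 4 or 5 and without UGM replicate 2; Nrp1 (the paper's 6-fold, here 9.10) under log2(value + 50), the mean over its probe sets, without UGE replicate 1, 4 or 5 and without UGM replicate 1; Pdgfra (the paper's 11-fold, here 29.1) under the mean over its probe sets; Trp63 (the paper's 32-fold, here 76.2) under log2(value + 50); Wnt10a (the paper's 15-fold, here 8.78) without UGM replicate 5.

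The paper puts the difference between prostate and skin samples on PC1 and that between epithelium and mesenchyme on PC2. Here PC1 holds the latter (86.6% between compartments) and PC2 the former (91.2% between sites), and with each probe set scaled to unit variance the order is the paper's (66.7% of PC1 between sites). The paper has more transcripts in the prostate subset than in the skin subset and a smaller Skin-only than Prostate-only cluster. With limma the subsets hold 5506 and 5681 and the clusters 2728 and 2903, while under the methods' t-test they hold 5164 and 3839, and 3181 and 1856. The paper's order is also found with log2(value + 50) (3759 and 3686, 1937 and 1864), limma's treat (2524 and 1434, 1871 and 781), all 4 groups in 1 fit (5655 and 5554, 2865 and 2764), without UGE replicate 2 (5705 and 5681, 2815 and 2791) and without replicate 2, 3 or 4 of epidermis or of dermis (4904 to 5294 in the skin subset), and, chosen after seeing the values, without UGE replicates 2 and 3 together (6226 and 5681, 3100 and 2555), which drops Notch3 of Table 4. It is also found in some choices of 4 UGE and 4 UGM samples: in 58 of 75 under the t-test (median 4043 against 3839 in the skin), which drop 2 to 14 of the genes of Table 4 called here, and in 5 of 75 with limma, which drop 1 or 2. Of the 73 measured genes of Table 4, 66 are called in the compartment listed. Among the 7 others, Angptl1, Efnb1, Eng, Fgf14 and Lrp8 are called as listed by the probe set with the largest change (-2.40, -1.01, -1.65, -1.17 and -1.38), Eng also with quantile normalization, with the mean over its probe sets and without UGE replicate 1, 2 or 3 or UGM replicate 3 or 4, and Bmp6 (-0.72 ± 0.13) and Epha2 (0.72 ± 0.09) under no setting. Eng is also called under settings chosen after seeing the values, without UGE replicates 2 and 3 together, which drops Notch3 of Table 4, and with UGE replicates 5 and 6 only, which drops Ephb6, Lrp4 and Notch3. Itga7 (-0.59 ± 0.14), which the paper lists as higher in UGM, is called under no setting, and Itga9 by the probe set with the largest change, by the mean over its probe sets (-1.04) and without UGE replicate 2 (-1.09), as also without UGE replicates 2 and 3 together. Of 34 genes that Table 4 marks as changed in the skin too, 31 are called there as listed. Angpt1 (-0.85 ± 0.12) and Wnt9a (-0.82 ± 0.17) are not under any setting, and Angptl1 turns to the listed direction in the skin with the probe set of the largest change (-3.78) and with the mean over its probe sets (-1.25). Of the 39 it does not mark, 9 are called in the skin as listed and 30 are not.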

Other observations

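The tests in this part were chosen beforehand, and their results belong at no claim of the paper. Few cell cycle genes are called. Of 25 measured, Tyms, an enzyme of nucleotide synthesis, was higher in UGE (1.12 ± 0.27, ± SE), and the list as a whole leans to UGM with a median log2 fold change of -0.30 (1 and 0 adjusted over the list alone, camera adjusted p = 0.0092, adjusted p = 0.22 with an estimated correlation). In the skin Mcm3 and E2f1, a replication helicase subunit and a cell cycle regulator, were higher in dermis (Mcm3 -1.05 ± 0.15; 0 and 2 adjusted over the list alone, camera adjusted p = 7.76e-06, adjusted p = 0.214 with an estimated correlation).

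Immediate early and stress genes, which respond to handling of tissue, differ between the sites. Of 24 measured, 9 were higher in UGE than in UGM and Ccn1, Dusp1 and Socs3 in UGM (9 and 3 adjusted over the list alone, camera adjusted p = 0.0742), and in the skin Klf4, Hspa1a and Hspa1b were higher in epidermis and Ccn1 in dermis (3 and 1 adjusted over the list alone, camera adjusted p = 0.349). Epidermis lies above UGE for 10 and, for Jun, below (1 and 10 adjusted over the list alone, camera adjusted p = 0.000375, adjusted p = 0.501 with an estimated correlation), and dermis above UGM for 14 (0 and 14 adjusted over the list alone, camera adjusted p = 6.66e-06, adjusted p = 0.267 with an estimated correlation). Site and separation method change together, so handling and site cannot be told apart here, and no test parts them.

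Of 34 transcription factor genes named in Table 3 of the paper or belonging to its families, Rreb1, Srebf1, Tfap2a and Tfap2c were higher in UGE and Lmo2, Tfap2b and Zeb1 in UGM (4 and 3 adjusted over the list alone, camera adjusted p = 0.823), with Rreb1 at 1.73 ± 0.08. In the skin Tfap2a, Tfap2b, Tfap2c and Tfap2e were higher in epidermis and E2f1, Lmo2, Tead2 and Zeb1 in dermis (4 and 4 adjusted over the list alone, camera adjusted p = 0.841), with Tead2 at -2.35 ± 0.22. Binding of these factors is not analysed here.

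Of 7 melanocyte genes 0 are called between UGE and UGM (0 and 0 adjusted over the list alone, camera adjusted p = 0.823), and Dct, Mlana, Pmel and Tyr were higher in epidermis than in dermis (4 and 0 adjusted over the list alone, camera adjusted p = 0.0386, adjusted p = 0.339 with an estimated correlation). Pmel, a melanosome protein, lies at 1.53 ± 0.38 in the skin. Of 4 adipocyte genes Lpl was higher in UGM (0 and 1 adjusted over the list alone, camera adjusted p = 0.31), and Lpl and Fabp4, a fatty acid binding protein, in dermis (0 and 2 adjusted over the list alone, camera adjusted p = 0.41).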
